# Coupling of Cellular Processes and Their Coordinated Oscillations under Continuous Light in *Cyanothece* sp. ATCC 51142, a Diazotrophic Unicellular Cyanobacterium

**DOI:** 10.1371/journal.pone.0125148

**Published:** 2015-05-14

**Authors:** S. Krishnakumar, Sandeep B. Gaudana, Nguyen X. Vinh, Ganesh A. Viswanathan, Madhu Chetty, Pramod P. Wangikar

## Abstract

Unicellular diazotrophic cyanobacteria such as *Cyanothece* sp. ATCC 51142 (henceforth *Cyanothece*), temporally separate the oxygen sensitive nitrogen fixation from oxygen evolving photosynthesis not only under diurnal cycles (LD) but also in continuous light (LL). However, recent reports demonstrate that the oscillations in LL occur with a shorter cycle time of ~11 h. We find that indeed, majority of the genes oscillate in LL with this cycle time. Genes that are upregulated at a particular time of day under diurnal cycle also get upregulated at an equivalent metabolic phase under LL suggesting tight coupling of various cellular events with each other and with the cell’s metabolic status. A number of metabolic processes get upregulated in a coordinated fashion during the respiratory phase under LL including glycogen degradation, glycolysis, oxidative pentose phosphate pathway, and tricarboxylic acid cycle. These precede nitrogen fixation apparently to ensure sufficient energy and anoxic environment needed for the nitrogenase enzyme. Photosynthetic phase sees upregulation of photosystem II, carbonate transport, carbon concentrating mechanism, RuBisCO, glycogen synthesis and light harvesting antenna pigment biosynthesis. In *Synechococcus elongates* PCC 7942, a non-nitrogen fixing cyanobacteria, expression of a relatively smaller fraction of genes oscillates under LL condition with the major periodicity being 24 h. In contrast, the entire cellular machinery of *Cyanothece* orchestrates coordinated oscillation in anticipation of the ensuing metabolic phase in both LD and LL. These results may have important implications in understanding the timing of various cellular events and in engineering cyanobacteria for biofuel production.

## Introduction

Cyanobacteria are being keenly explored for carbon dioxide capture and conversion to biomass and biofuels [1,2]. Cyanobacteria, a group of prokaryotes, perform oxygenic photosynthesis and are responsible for a significant fraction of primary production on earth. The fixed organic carbon can be utilized directly or processed into high value commodities including biofuels. Some cyanobacteria also fix nitrogen, contribute significantly to the global nitrogen cycle [3] and may play an important role in the nitrogenase mediated production of hydrogen [4]. The nitrogenase enzyme complex is sensitive to molecular oxygen and therefore, cyanobacteria are remarkable for their ability to perform oxygenic photosynthesis and nitrogen fixation within a single cell. Unicellular nitrogen fixing cyanobacteria such as *Cyanothece* sp. temporally separate these seemingly incompatible metabolic pathways [5,6] while heterocyst forming cyanobacteria such as *Nostoc* sp. employ spatial separation to protect the nitrogenase enzyme from molecular oxygen [7].

Several studies have demonstrated that the global gene expression in cyanobacteria is under the control of an internal circadian clock that pre-empts the need to sense light or time of the day in real time [8].This provides an advantage to the cells as they are able to get ready for the ensuing day or night. While the clock components and the mechanism of circadian control are most well enumerated in a model cyanobacterium *Synechococcus elongatus* PCC 7942 (henceforth *Synechococcus* 7942) [9], all sequenced cyanobacteria contain majority of the key clock components [10]. The circadian control is exerted through a core molecular clock, input pathways that sense environmental cues and output pathways that transmit signal to the functional genes. The core clock is comprised of three proteins: KaiA, KaiB and KaiC with KaiC as the central oscillator that undergoes phosphorylation-dephosphorylation cycles of 24 h period [11,12]. The core clock receives cues from the environment through the components of input pathway such as CikA and RpaA and passes on signal to the output pathway components such as PatB, NtcA and SasA [13]. The input to the clock is most likely received through physiological parameters such as intracellular redox state [14] or the ATP to ADP ratio [15,16].

In recent years, *Cyanothece* sp. ATCC 51142 (henceforth *Cyanothece* 51142), a unicellular diazotroph, is being explored as another model organism for studies on the circadian rhythm [17–20]. *Cyanothece* 51142 is reported to produce highest amount of hydrogen amongst all the studied wild type cyanobacterial strains. Importantly, the strain shows robust oscillations in metabolism even under continuous light. The oscillations can be observed as rhythmic buildup and depletion of intracellular glycogen as well as in real time with exhaust gas CO_2_ and O_2_ analysis [21,22]. This enables sampling of the culture under specific metabolic phases and subsequent correlation of the gene expression results with the physiology of the organism. On the contrary, *Synechococcus elongatus* PCC 7942 (henceforth *Synechococcus* 7942) does not show any appreciable oscillations in metabolism under LL despite significant and observable oscillations in gene expression [23,24].

In a previous study, the rhythmicity of gene expression of *Cyanothece* 51142 under LL may not have been fully captured possibly because the study was limited to the first 24 h of LL [25]. We have recently shown that although the culture shows a cycle time of ~11 h under LL, it takes ~20 h for the new rhythm to set in after switching to LL [18]. To the best of our knowledge, the present study is the first one that correlates the oscillations in global gene expression to those in metabolism in cyanobacteria in continuous light. We observe that genes associated with a large number of diverse cellular functions including but not restricted to central metabolism and circadian rhythm oscillate with a period of ~11 h under LL. Starting with a formal treatment for periodicity analysis, we investigate into the temporal juxtaposition of the various cellular events in a shortened “day” of ~11 h in *Cyanothece* 51142. Our analysis points to an interesting possibility that the metabolic state of the cell drives the “circadian rhythm” rather than the opposite.

## Materials and Methods

### Culture growth

Axenic cultures of *Cyanothece* 51142 were cultivated in ASP2 medium without nitrate [6] in air-sparged and stirred bioreactor with external illumination of 230 μmol photons, as described earlier [18]. The organism was grown under highly turbulent conditions, equivalent to 30000 Reynolds number, to simulate flashing light effect [22]. The culture was entrained under light/dark cycles (12 h /12 h) (LD) for 4 days and then released into continuous light (LL). The growth of the organism was monitored by measuring the optical density at 730 nm (OD_730nm_).

### RNA extraction and microarray

Samples were drawn to extract RNA for microarray analysis such that the product of volume and OD730nm was 50.0. The same RNA samples were also used for Real-time PCR analysis for validation of microarray results [18]. Nine samples were drawn from two consecutive cycles under LL (S1 Fig). Microarray analysis was performed at Mogene (St. Louis, USA) as described earlier [19]. Briefly, total RNA from individual samples and an equi-molar mixture of all samples as control were labeled with Cy3 and Cy5, respectively. Unbound dyes were removed using RNA clean kit (Zymo Research, Irvine, CA). Two biological replicates, two technical replicates and a dye swap were analyzed for each sample from individual time points. The microarray dataset submitted to Gene Expression Omnibus (GEO) database, accession no. GSE65429.

### Models for identifying gene periodicity

We employ two complementary models to detect gene periodicity. First, we fit a single sinusoidal component to expression profile of each gene [26]. This model can be used for exploratory investigation into major periodicities present in the data. Subsequently, we employ a more rigorous statistical test for periodicity based on the Fourier score [27]. This test requires that a suspected periodicity T (or a set of periodicities) be specified. To ensure statistical rigor, we select genes that satisfy both conditions.

### Sinusoidal model for Periodicity

As in [26], the gene expression dynamics can be modeled by employing a sinusoidal component together with a linear term (Eq (1)).

g(t)=a+bt+Asin(2πTt+ϕ)+error(t) (1)

where (*A*, *T*, *ϕ*) are the amplitude, period and phase of the sinusoidal component, while the (*a* + *b t*) term reflects the linear trend of expression level and may account for temporal drift in the data.

Let (*t*_*i*_, *g*_*obs*_ (*t*_*i*_)), *i* = *1…n* be the actual (time, observed measurement) pairs for the n time points. We first remove the linear trend via linear regression, with a and b estimated as:

$$\begin{array}{c} a=\frac{\sum g_{obs}(t_{i})-b\sum t_{i}}{N},\\ b=\frac{N\sum g_{obs}(t_{i})t_{i}-\sum g_{obs}(t_{i})\sum t_{i}}{N\sum t_{i}^{2}-{\left(\sum t_{i}\right)}^{2}} \end{array}$$ (2)

Thus, the observed rhythmic component of the signal can be obtained as follows:

$$r_{obs}(t_{i})=g_{obs}(t_{i})-a-bt_{i},\;i=1\ldots n$$ (3)

The rhythmic component parameters are obtained by minimizing the following Squared Residual Error (SRE):

$$SRE=\sum_{i=1}^{N}{\left[r_{obs}(t_{i})-A\;\text{sin}(2\pi Tt_{i}+\phi )\right]}^{2}$$ (4)

Minimizing the SRE in (4) is a non-linear, non-convex optimization problem in the parameter set {*A*, *T*, *ϕ*}. Thus, local optimization procedures will need a good initial estimate to converge to a good solution. We solve this optimization problem as follows. First, we initialize the period T from 1h to 36h in step of 0.5h, while the other parameters are initialized as *A = max*_*i = 1*.*n*_ *r*_*obs*_ *(t*_*i*_ *)*, *ϕ = 0*. Matlab’s lsqcurvefit function is employed to minimize the error function from the initial guess. The period that results in the smallest residue is taken as the optimal period. An illustration for the model fitting process is given in Fig 1A. To assess the goodness-of-fit, we compute the residue percentage energy, defined as

$$\mathrm{RPE}=\frac{\sum_{i}{\left[r_{\mathrm{obs}}(t_{i})-A\sin(2\pi {Tt}_{i}+\phi )\right]}^{2}}{\sum_{i}{\left[A\sin(2\pi {Tt}_{i}+\phi )\right]}^{2}}$$ (5)

**Fig 1:**
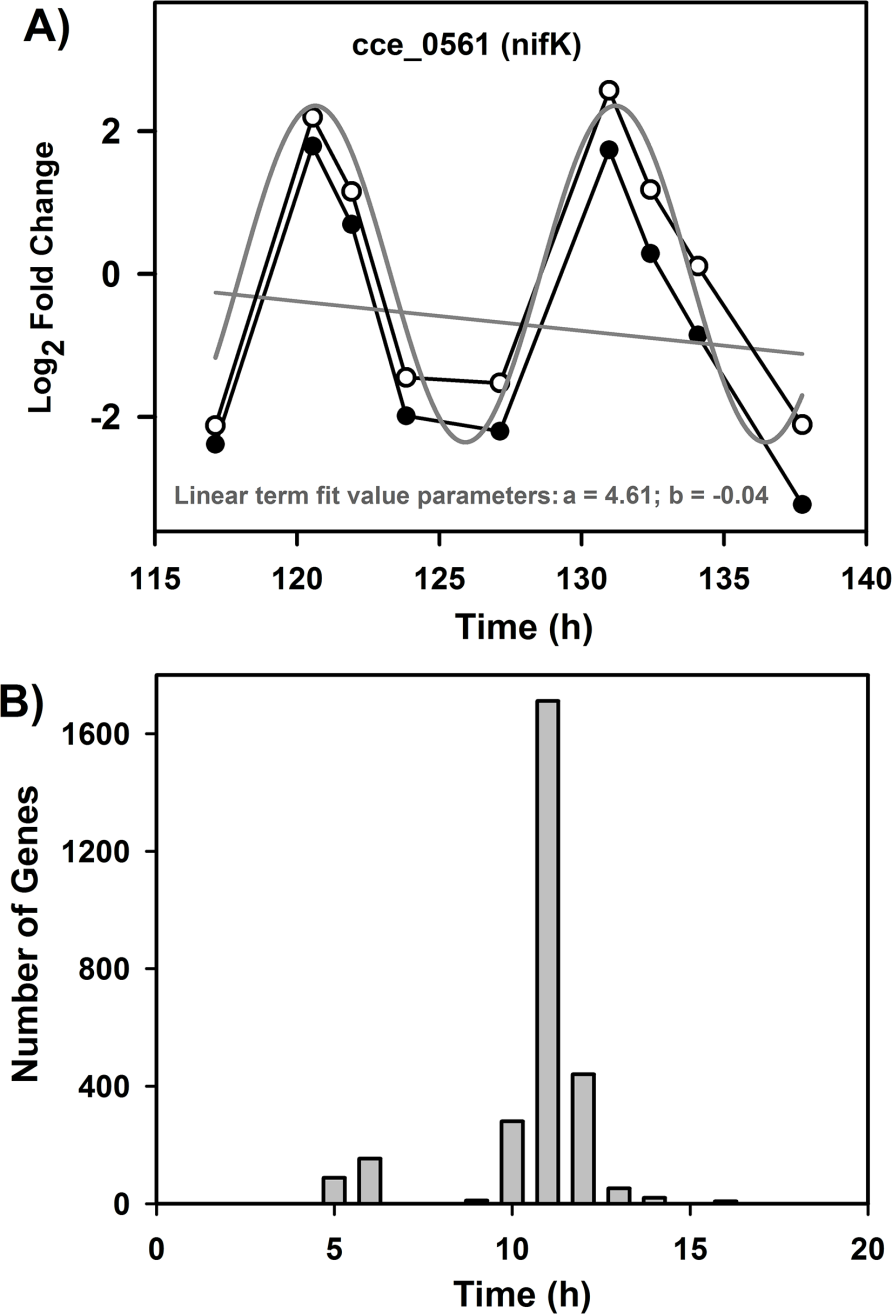
Sinusoidal model fitting to cyclic genes and estimation of model parameters. A: Results shown for *nifK* gene (cce_0561) as a representative under continuous light with the observed expression profile (●), linear term of the model (grey straight line, a + b*t from Eq (1)), data points after subtracting the linear term (○) and sinusoidal fit (grey sinusoidal curve). B: Histogram showing periodicity of oscillation for n = 2152 genes, deemed to be cyclic by sinusoidal model with a cut-off of 25 percent residual percent energy as a measure of goodness of fit.

We deem RPE values of less than 25% to be a good fit.

### Fourier Score for Periodicity

When employing the sinusoidal model, there is always a possibility of missing those genes which have irregular patterns and whose oscillatory behaviour is significantly non-sinusoidal. To address this, we complement the sinusoidal model with a statistical test for periodicity, as detailed next. In order to test for statistical significance of periodicity in gene expression profiles, we employ the Fourier score, defined as:

$$F=\sqrt{{\left(\sum_{i=1}^{n}\text{sin}\;\omega t_{i}\cdot g_{obs}(t_{i})\right)}^{2}+{\left(\sum_{i=1}^{n}\text{cos}\;\omega t_{i}\cdot g_{obs}(t_{i})\right)}^{2}}$$ (6)

Where *ω* = 2*π* / *T*.

In a recent work [27], the Fourier score coupled with a permutation test was found to be effective for identifying gene behaving in a cyclic manner. Thus, here we also employ a permutation test with 10,000 permutations generated. The *p-*value for each gene is calculated based on the fraction of random profiles that has a Fourier score equal or higher than that of the gene being studied. It is to be noted that for this test, the period T must be provided a priori. We use the sinusoidal model to identify the periods. Since the number of tests being performed is large, we employ the false discovery rate (FDR) controlling procedure [28] to set a global threshold for *p-*value. In particular, the *p-*value of the genes are sorted in increasing order p_1_ *≤* p_2_ *≤ …*. Fix a false discovery rate q^*^, and identify k as the largest i for which *p*_*i*_ *≤* q^*^ i/m, where m is the number of tests, i.e. number of genes in this case. Then, all genes corresponding top_1_, p_2,…,_p_k_ are designated as periodic genes with period T.

## Results and Discussion

### Gene expression under constant light

Roughly 30% of *Cyanothece* genes oscillate under diurnal cycles [19]. Further, *Cyanothece* culture oscillates between photosynthesis and respiration with a cycle time of ~11 h under LL [17,18]. A select *Cyanothece* genes have also been shown to oscillate under LL [18]. Thus, it was of interest to determine if this was a genome-wide phenomenon and if the oscillations included cellular events other than metabolism. To that end, we obtained genome-wide gene expression time-course with DNA microarray during the photosynthetic, respiratory and transition phases of the culture under LL (S1 Fig). After a four-day entrainment, the culture takes ~20 h to settle into rhythmic oscillations. Thus, a total of 9 samples were collected from LL_21.1_ to LL_41.75_, covering two complete cycles of metabolic oscillations. 

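Total RNA was taken at these 9 time points from cultures of *Cyanothece*, a unicellular cyanobacterium that fixes nitrogen, with 2 biological replicates of each. Each of the 18 RNA extracts was hybridized to 2-colour oligonucleotide arrays against an equimolar pool of the extracts. The labels list 46 arrays of extracts, 3 for each of 10 extracts and 2 for each of the other 8, and 2 further arrays that carry the pool in both channels. The paper's methods give the extract in Cy3 and the pool in Cy5 with a dye swap, whereas the labels give the extract in Cy5 on every array and mark no swap. The ratio was therefore taken as Cy5 over Cy3 on all arrays, and across genes the ratios of all 46 arrays correlated positively with the LL values of S6 Table at the same time point, with r between 0.811 and 0.947. The authors deposited the scanner's intensities in both channels at 15021 spots, which cover 5251 genes, without normalization. Mean spot intensities were corrected for background with normexp at an offset of 50 and normalized within each array by loess, and spots, probes and arrays of one extract were then averaged on the log2 scale, which leaves n = 2 at each time point. The median Cy5 intensity of an array lay between 533 and 1869, with a median of 1287 in replicate 1 and 883 in replicate 2, and in the median array 93.8% of gene spots were well above background in Cy5. The 2 extracts per time point limit the precision. Arrays of one extract correlated across genes at 0.980 to 0.994. The 2 biological replicates correlated across genes at 0.759 to 0.884 at samples 1, 2, 3, 5, 7 and 9, at 0.688 at sample 6, at 0.372 at sample 8 and at 0.186 at sample 4, so that the means of samples 4 and 8 carry the largest error.

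**Figure D1:**
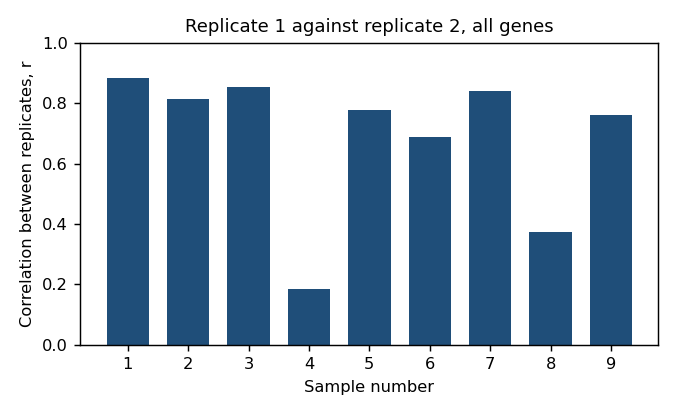
Pearson correlation across all genes between replicate 1 and replicate 2 (y axis, no unit) at each sample number (x axis), 1 bar per sample. Samples 4 and 8 stand lowest, at 0.186 and 0.372.

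Differences between time points were tested with limma, a linear model that draws the spread of each gene towards that of all genes. The p-values were adjusted by the Benjamini-Hochberg method. The model holds 1 spread per gene for all time points. Across genes, the replicate difference had an SD of 0.758 at sample 4 and 0.507 at sample 8. At samples 1, 2, 3, 5, 7 and 9 it was 0.212 to 0.316. Errors given for mid photosynthesis may therefore be too small, and those for dusk and dawn too large. For the genes that the paper names, a phase contrast is the mean log2 (sample/pool) of one metabolic phase minus the mean of the other 3 phases. Samples 1, 5 and 9 were taken as the transition to respiration (dusk), 2 and 6 as mid respiration, 3 and 7 as the transition to photosynthesis (dawn) and 4 and 8 as mid photosynthesis. The paper's text places samples 3 and 7 both at this transition and at the peak of photosynthesis. Groups of genes were tested on the mean of their genes, with p adjusted over the 34 groups for which the paper states a phase, and single genes with p adjusted over all genes. Differences between 2 phases, also of a group of 1 gene, were adjusted over the 34 groups. Gene positions are those of the array's annotation, which names no genome build.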

Sample numbers 1, 5 and 9 are at the transition from photosynthetic to respiratory metabolism while samples 3 and 7 mark the reverse transition. Samples 2 and 6 are at the peak of respiration while samples 3 and 7 are at the peak of photosynthesis. 

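The range of a gene, taken as the largest minus the smallest of its 9 time point means of log2 (sample/pool), exceeded 2-fold for 1901 of the 5251 genes and 1.5-fold for 3765 genes. Such a range also grows with the error of the means. In simulated data with the replicate error of these arrays, 1621 of 5051 genes without any change passed the 1.5-fold filter. Measured against the spread between replicates, 2240 genes differed between the 9 time points (limma, moderated F, adjusted p under 0.05), of which 2187 passed the 1.5-fold and 1491 the 2-fold filter. The definition of the range moved these counts most: with the largest departure of a time point from the pool in its place, 618 genes exceeded 2-fold and 2140 exceeded 1.5-fold. The authors' deposited series matrix values gave 2861 and 4675 genes.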

Of the 5251genes, 2984genes showed > 2-fold change across the samples while 4755 genes satisfied a less stringent 1.5-fold change filter. When sorted by the average of raw intensity in the time course, the top 200 highly expressed ORFs comprised of components of ribosome, phosystems I and II, the nitrogenase complex, phycocyanin, allophycocyanin, cytochrome b6-f complex, ATP synthase, and hemeoxygenase (S1 Table). This list also contained over 100 hypothetical proteins suggesting that the unannotated genes may be involved in key cellular processes. 

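In the arrays, genes were ranked by the background-corrected Cy5 intensity of the extract, averaged over the 46 arrays. By the product names of the paper's S1 Table, or of the array for genes missing from the copy at hand, 79 of the 200 brightest genes are hypothetical or of unknown function. For some genes the 2 sources differ. The brightest of all was cce_0168, annotated as unknown, with a mean intensity of 434555. The phycocyanin gene *cpcA* (cce_2652) followed in the fourth place with 352625, and *nifH* (cce_0559) had 271270. Intensities of different probes depend on the probes as well as on the transcripts, so this order is approximate.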

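Of the 200 brightest genes by Cy5 intensity, 195 passed the 1.5-fold filter on their 9 time point means. Among alternatives in background correction, normalization and averaging and with either replicate left out, this number stayed between 194 and 197. It was 191 with background outlier spots left out, an alternative added after the data were seen.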

Notably, majority of the top 200 highly expressed genes show > 1.5 fold change during the experiment. Highly expressed genes are also of interest for development of expression systems, promoters and ribosome binding sites for efficient heterologous protein expression.

### Detection of cycling genes and their periodicities

We employ a two-stage procedure comprising a sinusoidal model [26,29] and Fourier score [27,30] to detect cycling genes and to estimate periodicity of cycling (*T*) as detailed in the materials and methods section. We first select 4755 of *Cyanothece* genes that satisfy 1.5-fold change threshold (Table 1) and delineate the linear trend or drift component from data for each gene (Fig 1A). 

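For *nifK* (cce_0561), which encodes a subunit of nitrogenase and lies at 568553 to 570088, the line fitted to the 9 means had an intercept of 4.40 and a slope of −0.0395 per h on the log2 scale, with time counted from the start of the culture. The log2 (sample/pool) of *nifK* was −2.48 ± 0.09 (SD, n = 2) at sample 1, 2.15 ± 0.19 at sample 2, 0.64 ± 0.16 at sample 3 and −2.05 ± 0.06 at sample 4. In the next cycle it was −2.29 ± 0.91, 2.02 ± 0.33, 0.42 ± 0.12 and −0.84 ± 0.24 at samples 5 to 8, and −3.23 ± 0.30 at sample 9. The sinusoid of best fit to *nifK* had a period of 10.5 h.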

A sinusoidal model is then fit and the residue percentage energy estimated as a measure of goodness of fit. A histogram of the estimated T values shows that majority of genes cycle with a T of ~ 11 h (Fig 1B). 

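After removal of the line, the period of the best fitting sinusoid, searched between 1 and 36 h, lay within 10 to 12 h for 1751 of the 3765 genes past the 1.5-fold filter, or 46.5%. The median period of these genes was 10.7 h, and 1497 of them had a residue percentage energy under 25%. In simulated data, 185 of 200 genes given an 11 h cycle with an amplitude of 1 on the log2 scale were placed within 10 to 12 h. Of 5051 genes without a cycle, 1621 passed the 1.5-fold filter, and 54 of these were placed there. The choice that moved this count most was the lower limit of the search: from 5.6 h upward, 2711 genes fell within 10 to 12 h.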

T value of 11± 1 his observed for 2710 genes of which 2152 genes show a satisfactory goodness of fit (Table 1). According to the Nyquist-Shannon sampling theorem [31], the minimum T value that can be accurately estimated with the current data is 5.6 h. Thus, the data supports the estimation of *T* of ~ 11h but not of 5 h as seen in the smaller peak in the histogram (Fig 1B). 

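In the histogram of best periods from these arrays, 212 genes (5.63%) lay between 4 and 5.6 h and 140 genes (3.72%) between 5.6 and 10 h. The second large class lay lower still, with 1441 genes (38.3%) between 1 and 3 h and 147 genes between 3 and 4 h, and only 74 genes had a period above 12 h. The 9 time points are spaced unevenly, by 1.375 to 3.835 h with a mean of 2.58 h. Periods under 5.6 h lie below the limit that the paper sets for its sampling.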

To further verify the main frequency of T ~ 11h, we provide the scatter plots for x(t) vs. x(t+11 h) and x(t) vs. x(t+5.5 h), where x(t)is the expression value of a gene at time t (Fig 2). 

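Across the 1497 genes past the residue criterion, the mean log2 (sample/pool) at sample 3 correlated at r = 0.948 with that at sample 7, and at r = −0.643 with that at sample 5. Both are correlations across genes, which are not independent replicates, and the genes were selected for a period near 11 h.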

There exists a strong positive correlation for x(t) vs. x(t+11 h) as expected, while the plot for x(t) vs. x(t+5.5 h) exhibits a strong negative correlation.

**Fig 2:**
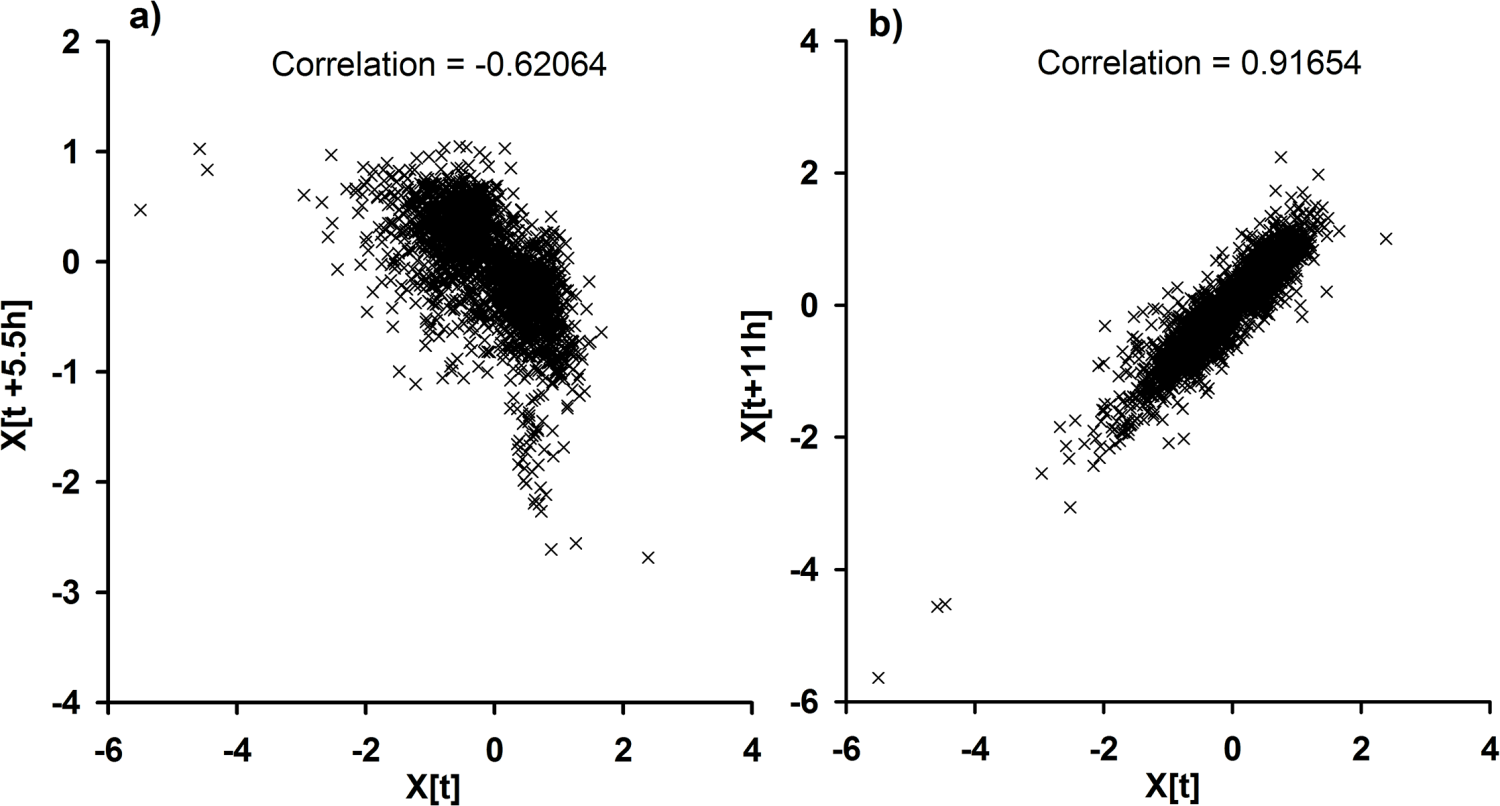
Scatter plot to demonstrate 11 h as the predominant periodicity among the cyclic genes. A scatter plot for 2152 genes that show satisfactory goodness of fit in the sinusoidal model with a randomly selected time point of t_121.92h_ as x-axis and its respective t+5.5h (t_127.13h_) or t+11h (t_132.42h_) as the y-axix. A: Scatter plot showing a negative correlation between the gene expression at t and t+ 5.5 h. B: Scatter plot showing a positive correlation between the gene expression at t and t+11 h.

**Table 1:** Comparison of cyclic genes between *Cyanothece* 51142 and *Synechococcus* 7942.

	*Cyanothece* 51142		*Synechococcus* 7942
	Present Study	Data from [19]	Data from [32]
Light Regime^a^	LL	LD	LL
Number of genes	5251	4666	2662
Genes that pass the 1.5 fold filter	4755	1863	1218
Periodicity (T)	11±1	24±1	24±1
Model 1 predicted cyclic genes	2710	1024	636
Model 1 predicted cyclic genes satisfying T and RPE^b^ (25%)	2152	540	300
Model 2 predicted cyclic Genes	1705	1673	972
Genes that satisfy both Models	1202	540	300
Genes that satisfy either Models	2655	1673	972
Genes that satisfy none of the Models	1453	1133	672
Genes that satisfy Model 1 only	950	0	0
Genes that satisfy Model 2 only	503	1133	672

Two models, Sinusoidal model (Model 1) and Fourier score based model (Model 2) were used to test cyclic behavior of a given gene.

^a^LD: light dark cycles of 12 h each, LL: Continuous light.

^b^Residual Percentage Error

Having identified the major periodicity within the data being around 11 h, we next employ the statistical test based on Fourier score, as detailed in materials and methods section, to filter out those genes with significant periodicity in the vicinity of 11 h. In particular, for each gene, we perform 5 tests, with the period T fixed at 10 h, 10.5 h, 11 h, 11.5 h and 12 h, and record the smallest *p*-value. Next, the false discovery rate controlling procedure was carried out, with q*fixed at 5%. 

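The Fourier score test at 5 periods from 10 to 12 h, 0.5 h apart, with 10000 random orders of the 9 means for each gene, called 2080 of the 3765 genes at a false discovery rate of 5%. The smallest of 5 p-values is lower than any single one. With a single p-value from the largest of the 5 scores, 1735 genes were called. In simulated data, likewise limited to genes past the 1.5-fold filter, the test recovered 108 of 200 genes with an 11 h cycle. Of the 1621 genes without a cycle past that filter, it called 21. Only 200 of the 5251 simulated genes cycled, so this number does not carry over to the arrays, where many more genes were called.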

At this threshold, we identify 1705 genes as having a significant near 11 h periodicity. In total, using both procedures, we identify 1202genes satisfying both conditions. 

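In these arrays 1102 genes passed both models, 395 passed only the sinusoidal model, 978 passed only the Fourier score test and 1290 of the genes past the 1.5-fold filter passed neither. Unlike both models, which use the 9 means, an 11 h sine and cosine fitted to the 18 extracts with limma weighs the cycle against the spread between replicates. This test called 3290 genes (adjusted p under 0.05), 2862 of them past the 1.5-fold filter, and included 1101 of the 1102 genes that passed both models. It recovered 192 of 200 simulated cycling genes, with 15 false calls.
Of the 145 genes that the paper names or draws, 135 had an 11 h cycle by the limma test over all genes and 137 adjusted over the list alone. The paper chose these genes on the same samples, so the latter is not independent evidence. The 1.5-fold filter was passed by 139 of them and both models by 50.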

We deem this set of genes as having periodic expression profile for further analysis. A list of genes and gene expression data has been provided for genes that satisfy the 1.5-fold change threshold, the sinusoidal model, the statistical model or both models has been provided in S2 Table–S4 Table.

We performed analysis of cyclic genes with reported gene expression data for *Cyanothece* under diurnal cycles [19] and *Synechococcus* 7942 under constant light [32] (Table 1). Firstly, these studies report a relatively smaller fraction of genes that pass the 1.5-fold change threshold. We believe that this may be partially due to the differences in culturing conditions where we minimize light limitation by creating a simulated flashing light effect by growing the culture in turbulent regime [22,33]. In both the studies, the major periodicity element was of 24 h. Interestingly, only a small fraction of genes fit the sinusoidal model although a larger number of genes pass the Fourier score criteria.

### Equivalence between time of day in diurnal cycles and metabolic phase in continuous light

The net rates of CO_2_ uptake and O_2_ evolution (as estimated from exhaust gas analysis) allow us to monitor the metabolic phase of the culture in real time. Under diurnal cycles, the culture is observed in three broad categories of metabolic phases: (i) photosynthetic phase from dawn till ~1 h before dusk, (ii)respiratory phase from ~1 h pre-dusk to ~4 h into dark and (iii) maintenance phase with low respiration rates for the remaining ~8 h of dark cycle (S1 Fig). Under LL, both the photosynthetic and respiratory phases are shorter by 2–3 h each while the maintenance phase is absent thereby resulting in an 11 h cycle time. First, it was of interest to ascertain if the consecutive metabolic cycles under LL result in reproducible cycling of gene expression. A heatmap of the genes, upon hierarchical clustering and with correlation as a metric, shows peaking times for groups of genes (Fig 3). The genes that peak at a particular time during the first metabolic cycle also peak at an equivalent phase in the second cycle. 

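For the 1102 genes past both models, the highest of samples 1 to 4 was set against the highest of samples 5 to 8. The peak fell at the equivalent position for 68.4% of the genes. When the peaks of the second cycle were permuted over genes, 29.9% were expected (permutation test, one-sided, p = 0.0001, the smallest that 10000 permutations can give). These genes were selected for a period of 10 to 12 h, which favours a repeated peak by itself, and genes are not independent of each other. Of the genes concerned, 402 peaked at dusk in both cycles, 161 at mid respiration, 111 at dawn and 80 at mid photosynthesis. Of the 235 genes that peaked at mid photosynthesis in the first cycle, those 80 kept the position, the smallest share of the 4 phases. Over all genes, without that selection, 58.6% kept their position, against 24.5% expected.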

Next, it was of interest to compare the peaking behaviour of genes under LL and LD and correlate this with the respective metabolic cycling. To that end, we selected genes that pass the 1.5-fold change threshold under diurnal cycles [19] and continuous light (this study) and subjected to K-means clustering with K = 40 clusters and correlation as a metric (S5 Table). 

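The LD peak of a gene was read from the LD values that the paper lists in S6 Table, which come from an earlier study, and its LL phase from the arrays. S6 Table holds genes that the paper selected by a 1.5-fold change under LD and LL. The permutation tests on these genes, here and below, treat genes as independent, which they are not. Their p-values do not measure the spread between replicates. Of 518 genes highest at 1 h into the light under LD, 29.5% were highest at time points 3 and 7 under LL, more than the 21.9% found when LL phases were permuted over genes (permutation test, one-sided, p = 0.0001, the smallest possible). A larger share, 48.5%, was highest at time points 4 and 8. The share at time points 3 and 7 was 22.0% in replicate 1 and 35.3% in replicate 2, so it depends on the replicate. Of 204 genes highest at 5 h into the light, 41.2% were highest at time points 4 and 8 and as many at time points 1, 5 and 9.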

Examination of representative clusters reveals that genes that peak at dawn also peak at the beginning of the photosynthetic phase under LL (i.e., data points 3 and 7) (e.g., Fig 4A–4I) while the mid-day peaking genes peak during late photosynthetic phase under LL (i.e., data points 4 and 8) (e.g., Fig 4E). By the same token, genes that peak at dusk peak at the beginning of respiration phase under LL (i.e. data points 1, 5 and 9) (e.g., Figs 5A–5C and 6B and 6D). 

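Of 424 genes highest at 1 h into the dark under LD, 55.2% were highest at time points 1, 5 and 9 in the arrays, against 34.5% for permuted LL phases (permutation test, one-sided, p = 0.0001), and a further 33.5% at time points 2 and 6. Genes highest at 9 h into the light, the last LD sample of the day, fell at time points 1, 5 and 9 more often still, in 78.2% of 239 genes.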

Fig 5D and 5F are examples of genes that peak during early dark or mid-respiration under LL (points 2 and 6). This clearly establishes the metabolic and gene expression equivalence between the various phases of the 11 h cycle under LL with the time of day under LD. 

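Genes highest at 5 h into the dark under LD had no single phase under LL. Of these 246 genes, 39.4% were highest at time points 2 and 6 and 47.6% at time points 3 and 7. Of those highest at 9 h into the dark, 39.6% (40 genes) were highest at time points 3 and 7 and 31.7% (32 genes) at time points 4 and 8. From the match of peak times between the LD and LL clusters, the paper concludes that the phases of the 11 h cycle stand for times of day.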

We then use the Biological Networks Gene Ontology tool (BiNGO) to systematically check for overrepresentation of Gene Ontology (GO) terms in the 40 clusters [34]. We find that a number of clusters are enriched in Functional category or GO terms (Table 2). Some of the enriched functions included the expected categories of photosystem I, nitrogen fixation and proton-transporting ATP synthase complex.

**Fig 3:**
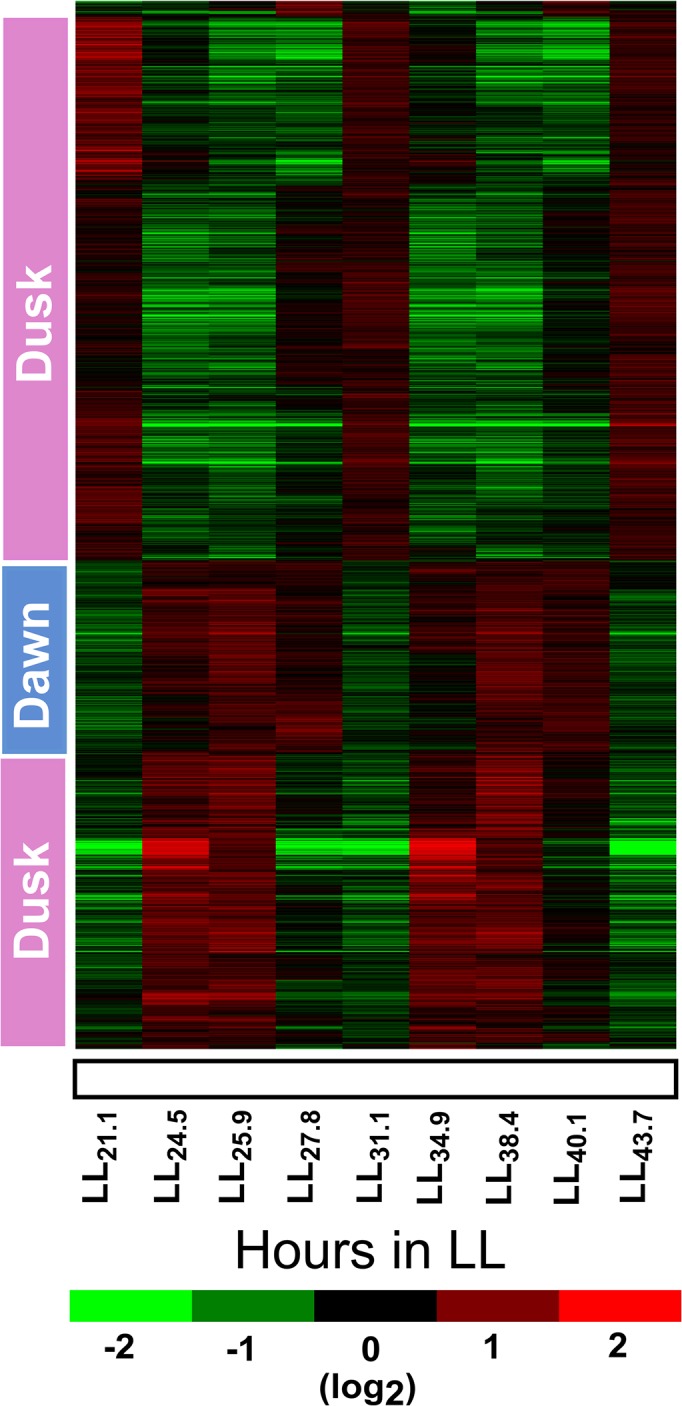
Heat map and hierarchical clustering of cyclic genes. Heat map was generated by performing hierarchical clustering for 1202 genes, which show 11h periodicity in oscillations and satisfy both Sinusoidal and Fourier Transform based models. Genes that peak under photosynthesis or respiration based metabolism are marked notionally as dawn peaking and dusk peaking, respectively. Normalized gene expression value, log_2_ (fold change) is plotted as per the scale bar shown below the x-axis.

**Fig 4:**
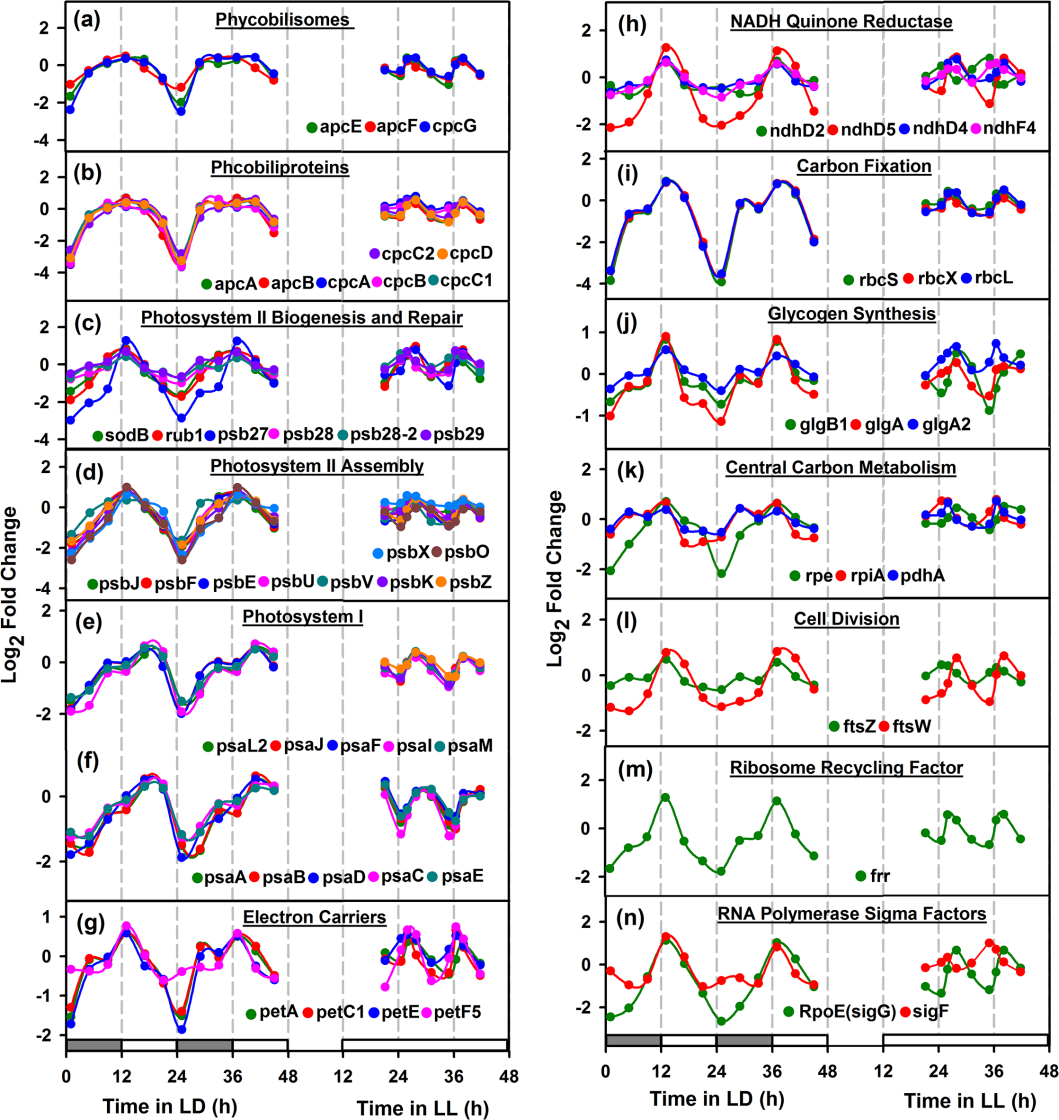
Day peaking oscillatory genes of *Cyanothece* 51142. Genes were selected based on 1.5-fold change cutoff and clustered using the gene expression data under continuous light (LL) (present study) and light/dark (LD) condition [19]. Panels (a) and (b) show the essential genes that are involved in the organization of Phycobilisomes and Phycobiliproteins; panels (c) and (d) show the genes that participate in biogenesis, repair and assembly of Photosystem II. Panels (e) and (f) refer to the genes that are involved in functioning of Photosystem I, peaking during the mid-day or mid of the photosynthetic phase. Panel (g)-(h) represent genes that participate in the electron transport chain and panels (i)-(k) represent the genes that play an important role in carbon fixation, glycogen synthesis and central carbon metabolism. Panels (l)-(n) show the genes that are involved in cell division, ribosome recycling, RNA polymerase sigma factor, where all up-regulate at dawn or during the onset or middle of the photosynthetic phase to support cell growth and maintenance. Grey and White filled and continuously white filled boxes in the X-axis, indicate the culture growth conditions of LD and LL, respectively.

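For the electron carriers (*petA*, *petC1*, *petE*, *petF5*), the mean log2 (sample/pool) was higher at time points 3 and 7 than in the other phases by 0.51 (SE 0.08, limma, adjusted p = 8.9e-06). The 3 day peaking genes of central carbon metabolism (*rpe*, *rpiA*, *pdhA*) gave a dawn contrast of 0.34 (SE 0.12, adjusted p = 0.012), and the ribosome recycling factor *frr* one of 0.45 (SE 0.13, adjusted p = 0.012). For the electron carriers and the carbon genes, time points 4 and 8 were as high within the error. The differences, mid photosynthesis minus dawn, were −0.17 (SE 0.10, adjusted p = 0.18) and −0.22 (SE 0.14, adjusted p = 0.27). For *frr* this difference was 0.19, so that time points 4 and 8 were higher, but within the error (SE 0.16, adjusted p = 0.37). The dawn contrasts of the cell division genes *ftsZ* and *ftsW*, at 0.11 (SE 0.08, adjusted p = 0.18), and of the day NADH quinone reductase genes, at 0.18 (SE 0.09, adjusted p = 0.078), did not exceed the error. The cell division genes stood 0.35 higher at time points 4 and 8 than at 3 and 7 (SE 0.10, adjusted p = 0.0075), with a mid photosynthesis contrast of 1.13 for *ftsW* and 0.02 for *ftsZ*. Without replicate 2 the dawn contrasts of the carbon genes, 0.24, and of *frr*, 0.23, were not past the threshold. With the slide as a block, that of the reductase genes was 0.21 and past it. With the replicate as a block it was 0.18 and also past the threshold.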

**Fig 5:**
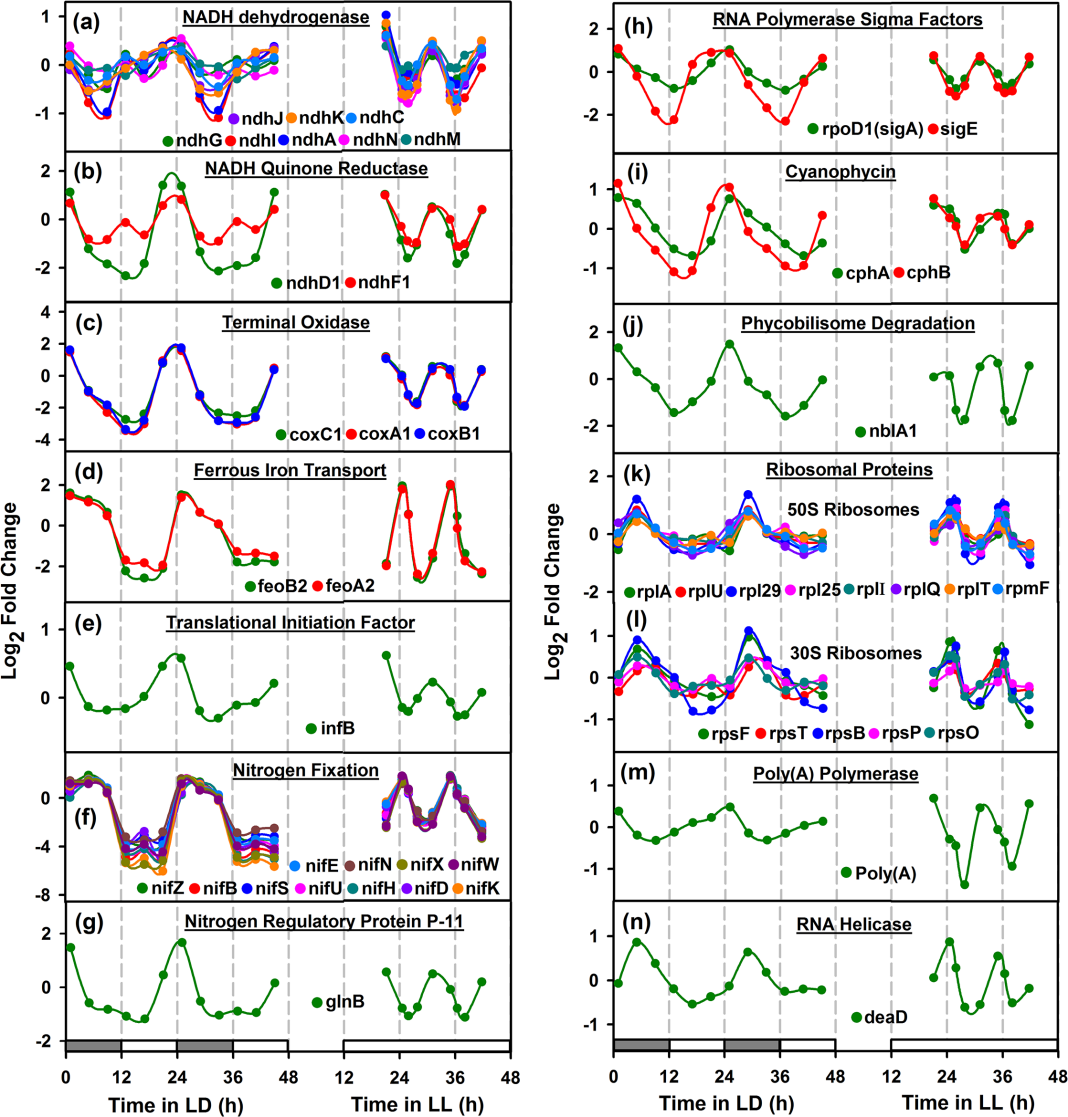
Night peaking oscillatory genes of *Cyanothece* 51142. Panels (a)-(c) show the genes that are involved in NADH dehydrogenase, NADH quinone reductase and terminal oxidase of oxidative phosophorylation pathway, peaking at dusk or prior to the onset of respiration phase. Panels (d)-(g) represent the genes that participate in the nitrogen fixation mechanism, such as ferrous iron transport, translational initiation, nitrogen fixing activity and nitrogen regulatory protein. Panels (h)-(j) show the genes that take part in RNA polymerase sigma factors, cyanophycin and phycobilisomes degradation. Panels (k)-(n) represent the genes that are involved in biogenesis of ribosomes and RNA metabolism, such as ribosomal proteins, poly(A) polymerase and RNA helicase. See legend to Fig 4 for other details.

**Fig 6:**
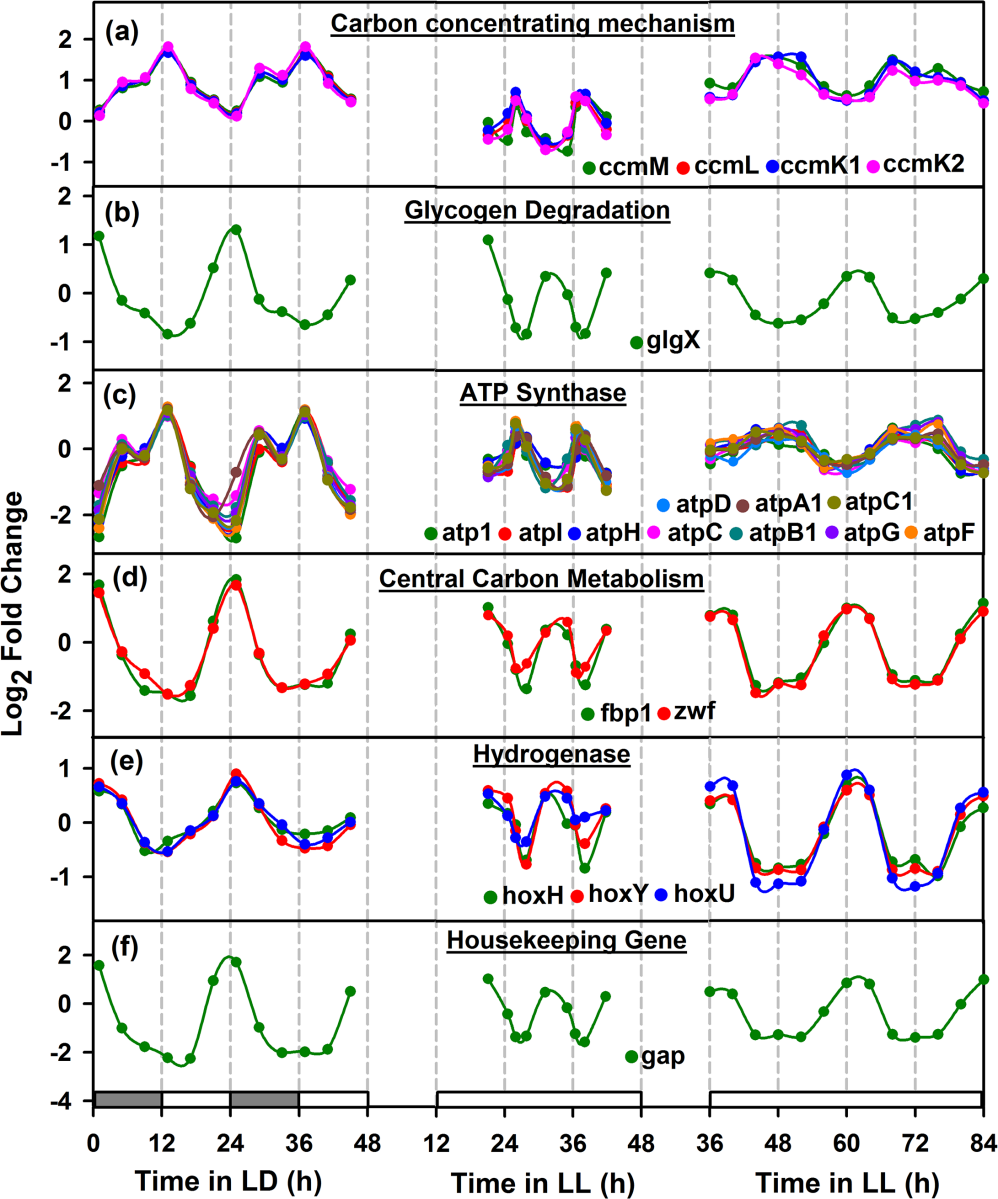
Comparison of oscillatory behavior of cyclic genes in nitrogen fixing (*Cyanothece* 51142) and non-nitrogen fixing organism (*Synechococcus* 8942). Cyclic genes were selected for *Cyanothece* 51142 and their homologs in non-nitrogen fixing *Synechococcus* 7942 (data from [32]). Panels (a) and (b) show the genes that are involved in day metabolism, such as carbon concentrating mechanism (CCM) and ATP synthase complex, peaking in the dawn or at the onset of photosynthetic phase. Panels (c)-(f) show the genes that peak during night metabolism, such as glycogen degradation, central carbon metabolism, hydrogenase and housekeeping gene, all peaking at dusk or at the onset of respiration phase or at subjective night. See legend to Fig 4 for details.

**Table 2:** Assessment of overrepresentation of Gene Ontology terms among the gene clusters of *Cyanothece* 51142^a^.

Cluster	Number of genes	Overrepresented Gene Ontology term^b^	Corrected p-value
5	55	Photosynthesis	2.70E-35
6	80	NAD(P) transhydrogenase activity	9.67E-04
7	54	Regulation of cell morphogenesis	2.97E-03
15	9	Inorganic phosphate transmembrane transporter activity	7.19E-08
23	78	Photosystem I	9.08E-09
24	80	Nitrogen fixation	8.64E-23
27	30	Electron transport chain	1.19E-03
28	62	rRNA binding	5.41E-34
29	53	Acetyl-CoA carboxylase complex	6.98E-04
30	60	Copper-transporting ATPase activity	3.53E-05
31	68	Plasma membrane proton-transporting ATP synthase complex	7.04E-13
37	64	NADH dehydrogenase (ubiquinone) activity	1.13E-08

^a^Genes were clustered using the K-means algorithms. Genes of *Cyanothece* 51142 that satisfy the 1.5-fold change filter in the gene expression data under LL (9 time points) (present study) and LD (12 time points) (data from [19]) were subjected to K-means clustering using K = 40 clusters.

^b^Overrepresentation of Gene Ontology terms was performed using Biological Networks Gene Ontology tool (BiNGO) [34].

### Oscillation between carbon and nitrogen uptake

*Cyanothece* 51142 oscillates between carbon uptake during light phase and nitrogen uptake during dark phase under diurnal cycles [4,17,35]. This arrangement suits the organism as the two processes are incompatible. We and others have reported oscillation between photosynthesis and respiration for this strain even under continuous light (S1 Fig). Photosynthesis is accompanied by upregulation of genes associated with photosynthesis, carbon uptake and glycogen synthesis (Fig 4). On the contrary, the respiration phase is characterized by upregulation of genes involved in glycogen degradation, TCA cycle, oxidative pentose phosphate pathway and nitrogen fixation (Fig 5). We believe that these oscillations serve the purpose of maintaining a healthy Carbon-Nitrogen (C/N) ratio within the cells under continuous light. Since the nitrogen fixation and photosynthesis (or carbon fixation) processes are not compatible, lack of oscillations may lead to continuous carbon fixation and nitrogen starvation or vice versa.

### Genes peaking during photosynthetic phase

Fig 4 shows peaking behavior of representative genes that peak during the photosynthetic phase under LL. Photosystems (PS) I and II, accessory proteins and pigments, RuBisCO, among others fall in this category. Phycobilisomes or the light harvesting antennae of cyanobacteria are comprised of phycocyanin, allophycocyanin and other accessory proteins. 

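For the 3 genes of phycobilisome organization (*apcE*, *apcF*, *cpcG*), the mean log2 (sample/pool) at time points 3 and 7 exceeded that of the other phases by 0.43 (SE 0.11, limma, adjusted p = 0.0018). The 7 phycobiliprotein genes gave a dawn contrast of 0.31 (SE 0.13, adjusted p = 0.035), but all 7 were highest at time points 4 and 8, where their mean stood 0.68 above time points 3 and 7 (SE 0.16, adjusted p = 0.0022). Among PS II genes, the 6 of biogenesis and repair had a dawn contrast of 0.49 (SE 0.12, adjusted p = 0.0013), with time points 4 and 8 as high within the error (−0.04 relative to time points 3 and 7, SE 0.15, adjusted p = 0.85) and higher by 0.16 without replicate 2. The 9 PS II assembly genes had one of 0.02 (SE 0.11, adjusted p = 0.89) and were all highest at time points 4 and 8, by 0.56 over time points 3 and 7 (SE 0.14, adjusted p = 0.0028). With median centring in place of loess the dawn contrast of the assembly genes was 0.36 and past the threshold, while that of the phycobiliprotein genes was no longer past it with the slide as a block or with either replicate left out. The RuBisCO genes *rbcS*, *rbcX* and *rbcL* had a dawn contrast of 0.43 (SE 0.14, adjusted p = 0.0088). Their mean was 0.18 higher at time points 4 and 8 than at 3 and 7, a difference within the error (adjusted p = 0.43) that turns the other way with median centring, as does the one of 0.09 for the phycobilisome genes. Without replicate 1 the contrast of the RuBisCO genes was 0.29 and not past the threshold. Replicate error is large at samples 4 and 8.

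**Figure D2:**
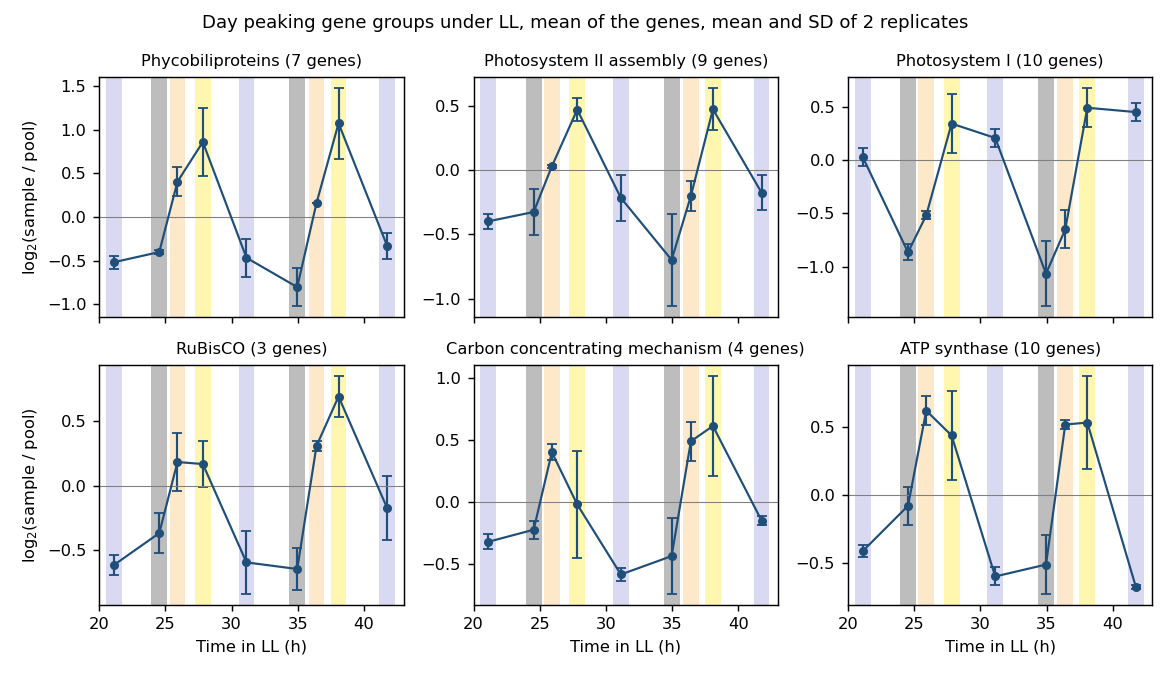
Mean log2 (sample/pool) of the genes of 6 day peaking groups (y axis) against time in LL in hours (x axis). Points are means of 2 biological replicates, bars are 1 SD, and bands mark the samples: lavender, transition to respiration; grey, mid respiration; orange, transition to photosynthesis; yellow, mid photosynthesis. Phycobiliproteins reach 0.86 at sample 4 and 1.07 at sample 8, above their values of 0.41 and 0.16 at samples 3 and 7.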

Components of phycobilisomes (Fig 4A and 4B), PS II (Fig 4C and 4D), RuBisCO subunits (Fig 4I) get upregulated during early photosynthetic phase (time points 3 and 7) under LL. Components of PS I, on the other hand, exhibit delayed response and peak during mid-day under LD and mid-photosynthetic phase (time points 4 and 8) under LL (Fig 4E and 4F). 

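All 10 PS I genes were higher at time points 4 and 8 than in the other phases, each past the threshold, and their mean by 0.86 (SE 0.11, limma, adjusted p = 1.2e-06). The mean at time points 4 and 8 exceeded that at 3 and 7 by 1.00 (SE 0.14, adjusted p = 1.9e-05). It did not exceed that at time points 1, 5 and 9 beyond the error, where the difference, dusk minus mid photosynthesis, was −0.19 (SE 0.13, adjusted p = 0.16). The genes of the reaction centre *psaA* and *psaB* and the genes *psaC* and *psaE* were highest at dusk, while *psaD*, *psaF*, *psaI*, *psaJ*, *psaL2* and *psaM* were highest at mid photosynthesis.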

Fig 4 also includes examples of genes that are dawn peaking under LD but peak at mid-photosynthetic phase under LL (Fig 4J and 4N). For instance, the oscillations in glycogen synthesis genes (Fig 4J) show the aforementioned pattern of oscillations. 

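The glycogen synthesis genes *glgB1*, *glgA* and *glgA2* had a mean log2 (sample/pool) 0.24 higher at time points 4 and 8 than in the other phases (SE 0.11, limma, adjusted p = 0.038). The 3 genes differed: *glgA* was highest at mid photosynthesis, *glgA2* at dawn and *glgB1* at dusk. With arrays centred on their median in place of loess, or with replicate 1 left out, the group was highest at time points 3 and 7. Their 11 h amplitudes lay between 0.18 and 0.43.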

The expression of glycogen synthesis genes is possibly dependent on the intracellular glycogen concentration, which also oscillates at ~11h frequency under LL, however with reduced amplitudes[18]. So, possibly in absence of external constraints of light/dark cycles, the glycogen synthesis genes expression is driven solely by the depletion of intracellular glycogen content.

### Carbon concentrating mechanism

Many cyanobacteria have devised a carbon concentrating mechanism (CCM) through which the process of carbon fixation occurs within the proteinecious micro-compartments called carboxysomes. Carboxysomes encapsulate the principle caboxylating enzyme ribulsose bis-phospahte carboxylase/oxygenase (RuBisCO) for efficient enzymatic activity of this enzyme mediated by elevated CO_2_ concentration around it. The gene expression pattern of the CCM genes and that of the RuBisCO precedes the beginning of the photosynthesis phase as well as the expression of the photosystem genes (Figs 4I and 7A). This should be for facilitating the assembly of the carboxysome and the encapsulation of RubisCO to ensure that the carbon fixation machinery is ready when the photosynthesis begins. Interestingly, in *Cyanothece* 51142, the size of carboxysomes is predicted to be around 250–600 nm [36], which is significantly larger than those in other cyanobacteria which ranges around 100 to 200 nm [37,38]. Intriguingly, the expression patterns of many CCM genes such as *ccmM*, *ccmL*, *ccmK1* and *ccmK2* coincide with the expression of *nif* genes, suggesting the possibility of the micro-compartmentalisation of nitrogenase as a mechanism for its protection from oxygenic inactivation. 

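The genes *ccmM*, *ccmL*, *ccmK1* and *ccmK2*, which lie side by side from 4407231 to 4410328, were each highest at time points 3 and 7, with dawn contrasts of 0.52 to 0.60. Their mean gave a contrast of 0.57 (SE 0.15, limma, adjusted p = 0.0023). Time points 4 and 8 were as high within the error, at −0.15 relative to 3 and 7 (SE 0.19, adjusted p = 0.58), and without replicate 2 the mean was highest at time points 4 and 8. At time points 2 and 6, where the 11 *nif* genes had their highest mean log2 (sample/pool), 1.91, the *ccm* mean was −0.33. At time points 3 and 7 both were above the pool, the *nif* genes at 0.59 and the *ccm* genes at 0.44, and at time points 4 and 8 the *nif* mean was −1.14 and the *ccm* mean 0.30.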

Co-localization studies of nitrogenase with the carboxysome shell proteins in *Cyanothece* 51142 should yield a better explanation on oxygen protection mechanism in this organism, especially during growth under constant light.

**Fig 7:**
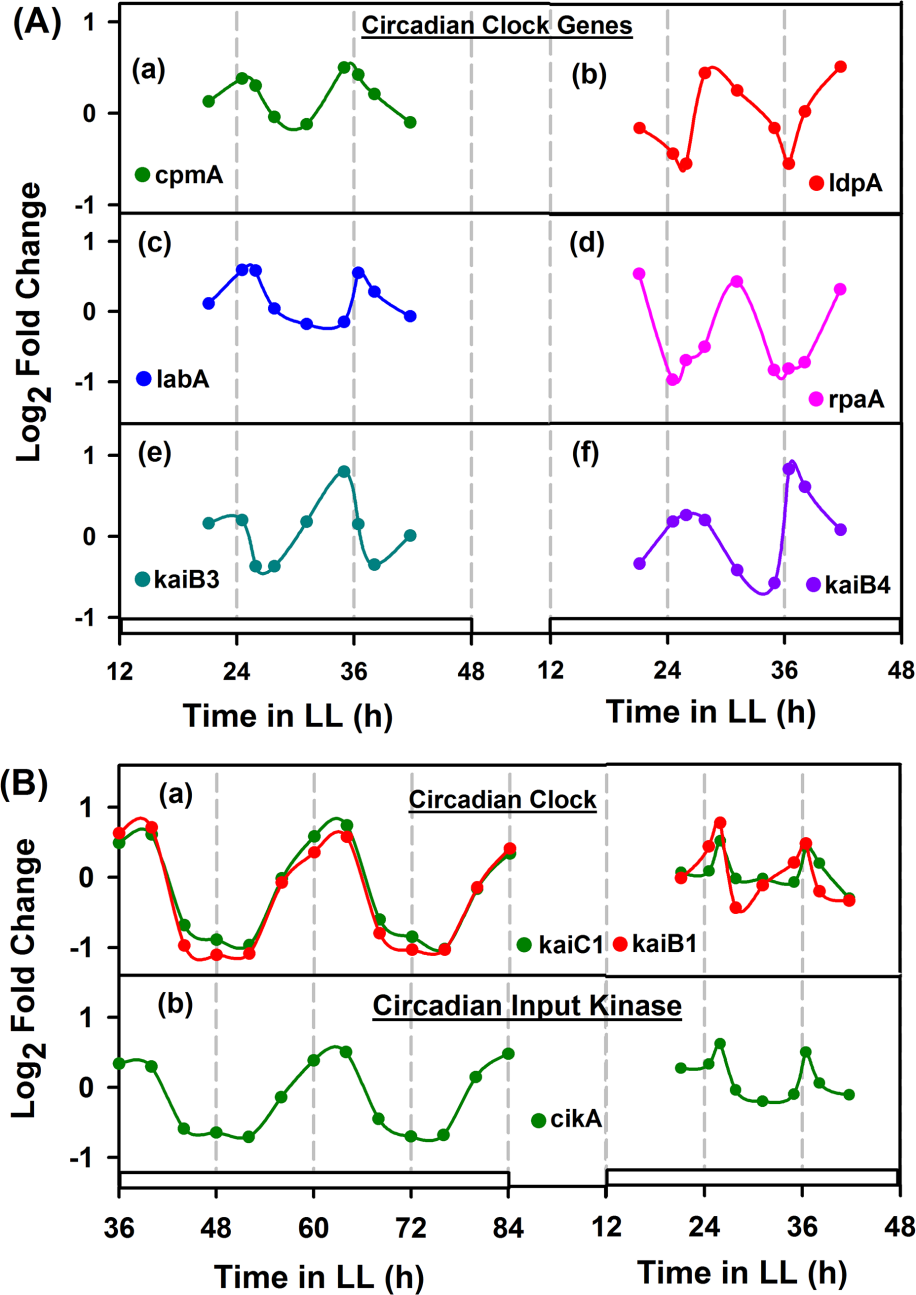
Oscillation in circadian clock genes. Selection of clock genes in *Cyanothece* 51142 was performed by considering the homologues of *Synechococcus* 7942. A: Panel (a-f) shows the oscillation of clock genes in *Cyanothece*51142 under continuous light (LL), involving in input pathway (l*dpA*), output pathway (c*pmA*, l*abA*), master clock regulator (r*paA*) and core structural clock mechanism (k*aiB3* and k*aiB4*). B: Panel (a) and (b) shows the comparison of clock genes involved in core structural clock mechanism (k*aiC1* and k*aiB1*) and input pathway of clock (c*ikA*), showing 24h periodicity for *Synechococcus* 7942 and approximately 11 h periodicity for *Cyanothece* 51142 under continuous light. White filled boxes in the X-axis, indicate the culture growth under LL condition.

### Housekeeping Genes

Housekeeping genes are genes involved in basic cellular functions and are understood to be constitutively expressed. However several genes conventionally believed as housekeeping have been observed to show an oscillating pattern of expression in cyanobacteria [8] and it is hence deemed appropriate to not go with a priori determination of constitutive genes while analysing the transcriptome datasets in cyanobacteria [39]. Under the present study we observe an oscillating gene expression of *gap* (Fig 6F), a gene annotated as housekeeping, similar to the peaking of sigma factors. 

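The log2 (sample/pool) of *gap* (cce_3612, at 3738088 to 3739125) was 0.95 ± 0.00 (SD, n = 2) at sample 1 and −1.56 ± 0.28 at sample 3. It was 0.48 ± 0.39 at sample 5, −1.56 ± 0.20 at sample 8 and 0.37 ± 0.09 at sample 9. The 11 h amplitude was 1.25 (SE 0.07, limma, adjusted p = 3.7e-10), and *gap* passed both models. The night sigma factors *sigA* and *sigE* also had their highest means at samples 1, 5 and 9, at 0.43 ± 0.02, 0.47 ± 0.10 and 0.48 ± 0.05.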

Other designated housekeeping genes (S2 Fig) show an expression pattern overlapping with *nif* genes under LL. Interestingly, these genes peak around the middle of the dark phase under LD cycles, unlike the *nif* gene cluster which peak at the onset of the dark phase under LD[19]. This could be indicative that under ultradian rhythm, the resolution of the gene expression pattern might be less resolved as compared to that in the circadian rhythm under LD.

### Dusk Peaking Genes

To analyze genes that peak during dusk/respiration phase, we plotted the representative genes that show oscillatory behaviour under LD and LL conditions (Fig 5). 

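For 8 NADH dehydrogenase genes, all highest at time points 1, 5 and 9, the mean exceeded that of the other phases by 0.73 (SE 0.07, limma, adjusted p = 3.6e-08), with *ndhM* as the one gene without a cycle past the threshold. The NADH quinone reductase genes *ndhD1* and *ndhF1* gave a dusk contrast of 1.57 (SE 0.13, adjusted p = 7.4e-09). The terminal oxidase genes *coxA1*, *coxB1* and *coxC1* gave 1.72 (SE 0.14, adjusted p = 6.0e-09), and all 3 passed both models. In the sigma factors *sigA* and *sigE* the contrast was 1.34 (SE 0.07, adjusted p = 3.0e-11), in *infB* 0.39 (SE 0.10, adjusted p = 0.0022) and in *glnB* 0.82 (SE 0.10, adjusted p = 2.7e-06). The contrast of *infB* stayed past the threshold in all alternatives except without replicate 1.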

Interestingly, we noted that the genes such as NADH dehydrogenase; NADH quinone reductase; terminal oxidase; RNA polymerase sigma factor; translational initiation factor (*infB*) and nitrogen regulatory protein P-11 (*glnB*), showed peaking during early respiration (time points 1 and 5) (Fig (5A–5C), 5(E), 5(G) and 5(H)). However, ferrous iron transport and nitrogen fixing genes showed peaking at mid or late respiration (time points 2 and 6) (Fig 5(D) and 5(F)). Furthermore, the cyanophycin genes peaked concomitantly with the nitrogenase activity (Fig 5(I)), thereby serving as a key nitrogen reserve for the organism [40]. 

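The 11 nitrogen fixation genes were each highest at time points 2 and 6, and each passed both models. Their mean exceeded that of the other phases there by 2.82 (SE 0.27, limma, adjusted p = 3.2e-08), with contrasts of single genes between 2.28 and 3.89. It was 1.92 ± 0.11 (SD, n = 2) at sample 2 and 1.91 ± 0.24 at sample 6, and 1.33 lower at time points 3 and 7 (SE 0.34, adjusted p = 0.0024 for dawn minus mid respiration, −1.33). The ferrous iron transport genes *feoA2* and *feoB2* had a contrast of 3.06 (SE 0.23, adjusted p = 1.9e-09), with means of 1.85 ± 0.04 and 1.97 ± 0.04 at samples 2 and 6.

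**Figure D3:**
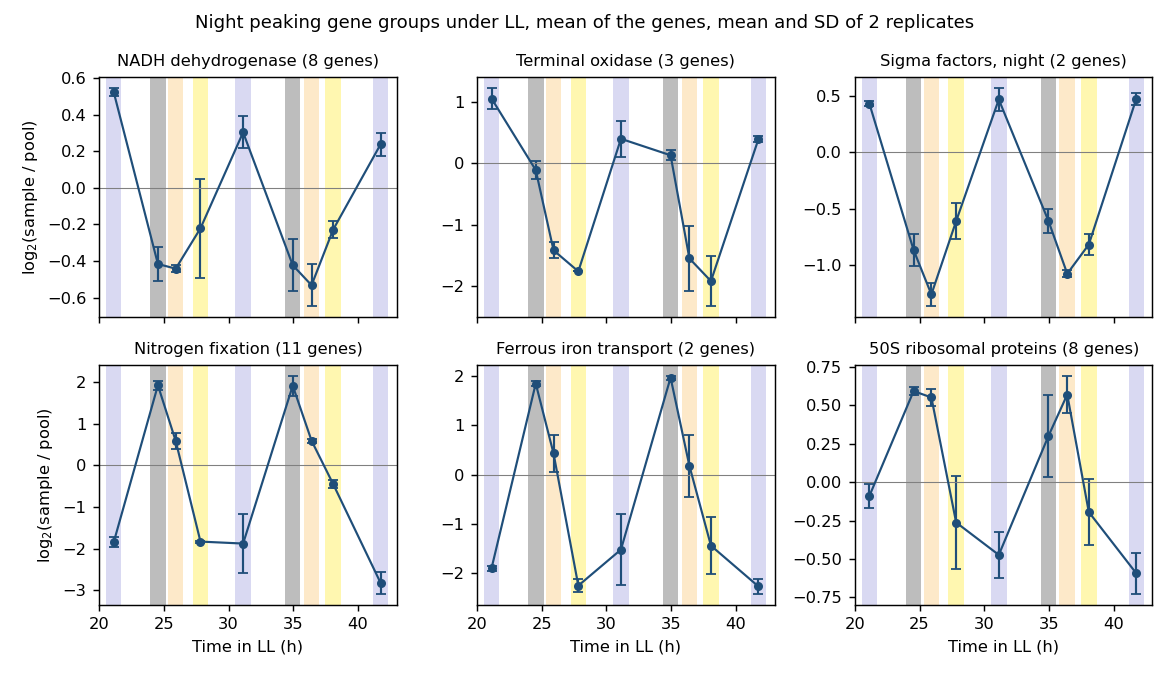
Mean log2 (sample/pool) of the genes of 6 night peaking groups (y axis) against time in LL in hours (x axis), as means of 2 biological replicates with bars of 1 SD. Bands mark the samples: lavender, transition to respiration; grey, mid respiration; orange, transition to photosynthesis; yellow, mid photosynthesis. The nitrogen fixation and iron transport genes peak 1 sample after the NADH dehydrogenase, terminal oxidase and sigma factor genes in both cycles.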

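The cyanophycin genes *cphA* and *cphB* had a mean 0.35 higher at time points 2 and 6 than in the other phases (SE 0.15, limma, adjusted p = 0.037). Dusk and dawn were as high within the error, at −0.10 (SE 0.17, adjusted p = 0.64) and −0.18 (SE 0.19, adjusted p = 0.37) relative to mid respiration. The contrast passes the threshold narrowly, and no longer with median centring, with the scanner's own log ratio or without replicate 1. Both genes had an 11 h cycle, with amplitudes of 0.55 for *cphA* and 0.52 for *cphB*. *cphA* was highest at mid respiration, and *cphB* at dusk.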

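The log2 (sample/pool) of *nblA1* (cce_0099), whose product takes part in phycobilisome breakdown, was 0.08 ± 0.01 (SD, n = 2) at sample 2 and 0.68 ± 0.24 at sample 6, and −1.64 at samples 4 and 8. Its mid respiration contrast was 1.23 (SE 0.16, limma, adjusted p = 1.7e-05). The dusk minus mid respiration difference was −0.03 (SE 0.18, adjusted p = 0.88), so that time points 1, 5 and 9 were as high within the error.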

We also noticed that the phycobilisome degradation gene (*nblA1*), up-regulating during respiration phase (time points 2 and 6) (Fig 5(J)), to control photosynthetic activity during nitrogen fixation [41,42].

### Ribosome biogenesis at midnight

#### RNA processing (DEAD box RNA helicase)

DEAD box RNA helicases are widespread in all kingdoms of life and are known to be cold-induced in some prokaryotes. They are implicated in varied functions including rearrangement of RNA secondary structure that are stabilized especially at low temperatures, Ribosome biogenesis [43], and RNA turnover [44]. Deletion of the gene in *Synechocystis* shows deleterious effects at all temperatures but more prominent effects are seen at low temperatures[45]. In *Synechocystis*, the *crhR* gene has been further shown to be is regulated by the redox status of the electron transport chain. The electron carrier redox state was initiated by either photosynthetic light harvesting or glucose metabolism. Interestingly, *Cyanothece* contains cce_4436 (*deaD*), a close homolog of *crhR*, which oscillates in LD as well as in LL. 

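The log2 (sample/pool) of *deaD* was highest at time points 2 and 6 under LL, with a contrast of 0.89 (SE 0.16, limma, adjusted p = 0.00034) and an amplitude of 0.67. The 8 genes of the large ribosomal subunit were higher there than in the other phases by 0.46 (SE 0.12, adjusted p = 0.0018), and the 5 genes of the small subunit by 0.43 (SE 0.11, adjusted p = 0.0016). Both ribosomal groups were as high at time points 3 and 7 within the error, with dawn minus mid respiration differences of 0.11 (SE 0.15, adjusted p = 0.48) and 0.02 (SE 0.14, adjusted p = 0.87). For *deaD* this difference was −0.59 (SE 0.20, adjusted p = 0.013). The contrast of *deaD* no longer passed the threshold without replicate 2, nor did those of the ribosomal groups with median centring, at 0.36 and 0.30.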

Under both conditions, the *deaD* gene peaks concomitantly with the ribosomal proteins (Fig 5N). This peak occurs at midnight under LD or during respiratory burst under LL. This first of all suggests that the gene is not merely light responsive but may be responsive to the metabolic phase or redox state. Secondly, the correlation with ribosomal proteins strongly suggests a role of *deaD* gene in ribosome biogenesis.

#### Light / Phase sensitive Sigma Factors / lrtA

It has been shown that some of the sigma factors are light activated while some others are light repressed in *Synechocystis* sp. PCC 6803[46],[47]. For example, SigE is light induced and dark repressed while SigD is light induced. SigB is light repressed and dark induced. Other sigma factors were not found to be responsive to light. In *Cyanothece*, we find a number of sigma factors to oscillate under LD as well as LL conditions (Figs 4 and 5). 

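Among sigma factors under LL, *sigE* (cce_0601, at 602300 to 603424) was highest at time points 1, 5 and 9, with a dusk contrast of 1.71 (SE 0.10, limma, adjusted p = 1.1e-09) and an 11 h amplitude of 1.03. *sigD* (cce_3594) did not pass the 1.5-fold filter. Its 11 h amplitude was 0.06 (SE 0.09, adjusted p = 0.87), its mid photosynthesis contrast 0.06 (SE 0.13, adjusted p = 0.77) and its dusk contrast −0.02. With the median of its spots in place of the mean, the amplitude of *sigD* was 0.61 and past the threshold.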

We observe that *sigD* and *sigE* to be upregulated by the end of the light phase in LD or toward the end of photosynthetic phase in LL. Likewise, *sigA* and *sigH* peak at dusk *sigC*, *sigF*, *sigG*, *sigJ* peak at dawn while *sigB* peaks at midday. 

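In the arrays under LL, *sigH* was highest at dusk, with a contrast of 0.70 (SE 0.14, limma, adjusted p = 0.00044), as was *sigA*, with 0.96 (SE 0.08, adjusted p = 5.3e-08). *sigG* was highest at mid photosynthesis, by 1.54 (SE 0.16, adjusted p = 6.6e-06), with a dawn contrast of −0.01. None of the other genes had a dawn contrast past the threshold: it was −0.10 (SE 0.12, adjusted p = 0.54) for *sigC*, 0.31 (SE 0.23, adjusted p = 0.31) for *sigF* and −0.25 (SE 0.14, adjusted p = 0.16) for *sigJ*. The amplitudes of *sigC* (0.12) and *sigJ* (0.16) were within the error, and neither gene passed the 1.5-fold filter.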

In *Synechocystis* sp. PCC 6803, *sigB* is known to be heat shock inducible [47]. However, in *Cyanothece*, we find *sig B* to oscillate both in LD and LL with peaking at mid-day or during photosynthetic phase. This first of all suggests that the sigma factors are not merely responding to light (or dark) or heat shock but also to changes in the metabolic phase of the culture. 

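*sigB* (cce_0644) was higher at time points 4 and 8 under LL than in the other phases by 0.51 (SE 0.14, limma, adjusted p = 0.0098), and lower at time points 2 and 6, with a contrast of −0.57 (SE 0.14, adjusted p = 0.0043). Its 11 h amplitude was 0.50 (SE 0.07, adjusted p = 0.0001). The mid photosynthesis contrast no longer passed the threshold with median centring, with the slide as a block or without replicate 1, and in replicate 2 alone the gene was highest at dawn.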

Interestingly the peaks in expression of the clock genes is followed by peaks for sigma factors such as *sigA*, *sigB*, *sigE* and *sigJ*, indicating that these sigma factors may be taking input from the clock proteins and reiterating role of circadian clock in global gene expression regulation in cyanobacteria. Although our sampling frequency does not allow us to identify precise phase behaviour of the various sigma factors, the results suggest that the sigma factors respond to the metabolic phase of the culture and may be either controlled by the energy, carbon and nitrogen status of the cell directly or through intermediaries such as the circadian clock. The light repressed protein *lrtA* has been shown to be down-regulated in response to white light in *Synechocystis* 6803 [47] and *Synechococcus* 7002 [48]. However, we find that the *lrtA* transcript oscillates in LD and LL and gets upregulated in light or under photosynthetic phase and peaks at dusk.

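Under LL the log2 (sample/pool) of *lrtA* (cce_0155) was 0.37 ± 0.08 (SD, n = 2), 0.41 ± 0.12 and 0.24 ± 0.17 at samples 1, 5 and 9, and lowest at sample 3, at −0.65 ± 0.42. The dusk contrast was 0.49 (SE 0.14, limma, adjusted p = 0.0077). Samples 6, 7 and 8 stayed near the pool, at 0.07, 0.05 and 0.06, and a fall in the second cycle alone was not tested. The dusk contrast was 0.74 in the first cycle (samples 1 to 4) and 0.35 in the second (samples 5 to 8), with sample 9 left out. The difference of 0.40 was within the error (SE 0.27, limma, adjusted p = 0.58 over the 34 groups). With either replicate left out, the contrast did not pass the threshold.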

#### Programmed RNA degradation at dusk

RNA degradation used to be considered as a nuisance in laboratory protocols until two decades ago. It is now emerging that RNA degradation is programmed and is catalyzed by elaborate machinery involving a degradosome. We find a number of genes involved in RNA degradation to peak at dusk. For example, the poly(A) polymerase involved in RNA degradation peaks at dusk or relative dusk under LL (Fig 6M). This raises a question whether this suggests expedited RNA degradation at dusk, possibly for a midnight ribosome biogenesis or to shut off all the daytime enzymes. 

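The gene annotated as poly(A) polymerase (cce_4604, at 4751943 to 4753184) was higher at time points 1, 5 and 9 than in the other phases by 1.06 (SE 0.10, limma, adjusted p = 2.1e-07). Its log2 (sample/pool) was lowest at samples 4 and 8, at −1.26 ± 0.19 (SD, n = 2) and −0.93 ± 0.13.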

Further, we also notice that the genes that peak at dusk or early dark do see a short half-life compared to those that peak at mid-night or at dawn.

### Comparison of *Cyanothece* 51142 diurnal metabolism with *Synechococcus* 7942

To demonstrate the diurnal metabolism under continuous light, we analyzed the transcriptomic data for the present study with *Cyanothece* 51142 [19]and *Synechococcus* 7942 [32] under LD and LL conditions, respectively. We considered only the genes that show oscillation, such as from carbon concentrating mechanism, glycogen degradation, ATP synthase complex, central carbon metabolism, hydrogenase and housekeeping gene (Fig 6). Interestingly, we noticed *Cyanothece* 51142 and *Synechococcus* 7942 under respective LD and LL conditions showed ~24h periodicity, while the present study (LL) reported ~11h periodicity. 

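The 10 ATP synthase genes had a mean log2 (sample/pool) 0.69 higher at time points 3 and 7 than in the other phases under LL (SE 0.12, limma, adjusted p = 3.2e-05), and 9 of the 10 passed the threshold as single genes. The highest phase was dawn for 7 of them and mid photosynthesis for *atpI*, *atpH* and *atpA1*. The mean at time points 4 and 8 was as high within the error, with a difference, mid photosynthesis minus dawn, of −0.08 (SE 0.14, adjusted p = 0.67).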

Genes involved in carbon concentrating mechanism (CCM) (i.e., *ccmM*, *ccmL*, *ccmK1* and *ccmK2*) and the core genes of ATP synthesis complex (i.e., *atp1*, *atpI*, *atpH*, *atpC*, *atpB1*, *atpG*, *atpF*, *atpD*, *atpA1* and *atpC1*), showed peaking at dawn or subjective dawn (Fig 6(A) and 6(B)).

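At time points 1, 5 and 9 under LL, *glgX* (cce_3465) was higher than in the other phases by 1.13 (SE 0.11, limma, adjusted p = 1.9e-07), *fbp1* by 1.21 (SE 0.12, adjusted p = 3.9e-07) and *zwf* by 0.94 (SE 0.16, adjusted p = 8.3e-05). The paper's tables do not pair the name *fbp1* with a locus, and cce_4758 was taken for it from its annotated product and its curve in Fig. 6D, so its dusk peak is not an independent check. *zwf* was about as high at time points 2 and 6, with a contrast of 0.86. The mean of *hoxH*, *hoxY* and *hoxU* gave a dusk contrast of 0.43 (SE 0.09, adjusted p = 0.00035), and its dusk minus mid respiration difference of 0.08 (SE 0.12, adjusted p = 0.64) was within the error.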

On the contrary, at night metabolism, the genes from glycogen degradation (*glgX*), central carbon metabolism (*fbp1* and *zwf*) and hydrogenase complex (*hoxH*, *hoxY* and *hoxU*) (Fig 6(B) and 6D–6E), reported peaking at early dusk or subjective dusk. Of these, *glgX* indicated the carbohydrate degradation activity to assist nitrogen fixation; genes *fbp1* and *zwf* represented the induced activity of oxidative pentose phosphate cycle under dark anoxic condition and hydrogenase complex genes suggested the characteristic reduction of protons to produce hydrogen under dark fermentative condition. Furthermore, we analyzed the housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (*gap*), an internal control gene which is commonly used in the experiment [49], showed a strong expression at dusk (Fig 6(F)) suggesting that organism undergoes a controlled temporal separation of day/night cell activities in continuous light.

### The clock genes and the input and output pathways

In cyanobacterial species, *Synechococcus* 7942 was the first model organism reported to have an established circadian clock mechanism. To elucidate the circadian clock behavior in *Cyanothece*51142 under LL condition, we analyzed the transcriptomic data of central core oscillator genes (*kaiA*, k*aiB* and *kaiC*) and homologues of *Synechococcus*7942 (*cikA*, *cpmA*, *ldpA*, *labA* and *rpaA*) that are majorly involved in input/output pathway of circadian clock system (Fig 7A and 7B). We considered only the genes that show 1.5-fold change in the expression level for the analysis.

In *Synechococcus* 7942, it has been reported that most of the genes show circadian expression at subjective dusk under continuous light [8]. However, in case of *Cyanothece* 51142, we had observed that the corresponding *kai* genes homologues oscillate in an inverse pattern to that in *Synechococcus*7942 [18]. In the present study, we noticed similar type of induced expression for *kai* genes (*kaiC1*, *kaiB1* and *kaiB4*) during the day for *Cyanothece* 51142 (7B(a) and 7A(f)) and up-regulation in the subjective night for the genes *kaiC1* and *kaiB1* in *Synechococcus*7942 (Fig 7B(a)) under LL condition. 

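In these arrays *kaiC1* (cce_0422, at 433248 to 434807) was highest at time points 3 and 7, with a dawn contrast of 0.43 (SE 0.08, limma, adjusted p = 0.0011), and so was the adjacent *kaiB1* (cce_0423), with 0.71 (SE 0.08, adjusted p = 2.0e-05). *kaiB4* (cce_0145) was highest there too, but its contrast of 0.49 (SE 0.19, adjusted p = 0.06) did not pass the threshold. All 3 had an 11 h cycle past the threshold, with amplitudes of 0.22, 0.47 and 0.42. None of these amplitudes passed it without replicate 1, and that of *kaiC1* did not without replicate 2 or with median centring either. None of the 3 passed both models.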

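The log2 (sample/pool) of *kaiC2* (cce_4716) was 0.33 ± 0.07 (SD, n = 2) at sample 1, 0.28 ± 0.01 at sample 2 and −0.46 ± 0.03 at sample 4, and 0.31 ± 0.06 at sample 6 and −0.19 ± 0.07 at sample 8. Its 11 h amplitude was 0.43 (SE 0.05, limma, adjusted p = 2.9e-05), and the gene passed both models, with a period of 11.3 h. It was highest at mid respiration in both replicates. Without replicate 1 its amplitude, 0.42, did not pass the threshold.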

Interestingly, we also observed *kaiC1*plays a dominant role in the circadian clock in *Cyanothece* 51142 under our experimental conditions, as *kaiC2*does not exhibit similar oscillations (data not shown) under the culturing conditions used for the present study.

On analyzing the homolog c*ikA* (cce_4751), an essential input pathway component for cell division, circadian phase resetting and circadian period regulation [50], showed up-regulation in the early dawn for *Cyanothece*51142 and at subjective dusk in *Synechococcus*7942 (Fig 7B(b)). 

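*cikA* was higher at time points 3 and 7 than in the other phases by 0.46 (SE 0.13, limma, adjusted p = 0.013), in both replicates. Its 11 h amplitude, 0.19 (SE 0.09, adjusted p = 0.10), was within the error, and without replicate 2 the dawn contrast was 0.26 and not past the threshold.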

Another *Synechococcus* homolog *ldpA* (cce_2350), a ‘light-dependent period A’ input clock gene, reported high expression in the late photosynthetic phase (Fig 7A(b)), suggested that it may act as ‘periodosome’ in adjusting the circadian period length according to the light intensity. It has been also reported that the *ldpA* gene in *Synechococcus*7942, functions as ‘periodosome’ by modulating the circadian periodicity of length, either as ‘short period’ at high light or ‘long period’ under low light conditions [51].

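The mid photosynthesis contrast of *ldpA* was 0.49 (SE 0.18, limma, adjusted p = 0.049) and its amplitude 0.39 (SE 0.14, adjusted p = 0.05), at the edge of the threshold. It was highest at mid photosynthesis in replicate 2 and at dusk in replicate 1. Without replicate 2 the contrast was 0.16.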

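The gene *sasA* (cce_1751) was lowest at time points 1, 5 and 9, with a dusk contrast of −0.89 (SE 0.21, limma, adjusted p = 0.0019) and log2 (sample/pool) of −0.98 ± 0.22 (SD, n = 2), −0.43 ± 0.23 and −0.57 ± 0.17. At samples 4, 6 and 8 its replicates lay far apart, at 0.47 ± 1.08, 0.44 ± 0.67 and 0.17 ± 0.82. The best fitting sinusoid had a period of 1.49 h, while the 11 h amplitude was 0.47 (SE 0.18, adjusted p = 0.023), and not past the threshold with the median of spots or without replicate 1.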

We also noticed that the sensory histidine kinase gene (s*asA*), a positive input pathway regulator of circadian gene expression showed arrhythmic oscillation (data not shown), possibly due to some artifacts during sample processing or transcriptomic analysis or combined thereof. However, it has been shown that *sasA* oscillates along with its cognate response regulator *rpaA* under LL condition [18], suggesting that the possibility of KaiC-SasA-RpaA positive interaction pathway in mediating the output pathway of circadian clock. 

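For *rpaA* (cce_0298) the log2 (sample/pool) was 0.30 ± 0.16 (SD, n = 2), 0.32 ± 0.01 and 0.25 ± 0.02 at samples 1, 5 and 9 and −0.43 ± 0.28 and −0.64 ± 0.05 at samples 4 and 8. Its dusk contrast was 1.00 (SE 0.07, limma, adjusted p = 9.6e-09) and its mid photosynthesis contrast −0.11 (SE 0.08, adjusted p = 0.35).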

In supportive of this, the master clock regulator r*paA* showed up-regulation in the late photosynthesis phase (7A(d)). We have also suggested a possible role of SasA in signaling the onset of nitrogenase gene complex expression from the synchronized expression of *nif* genes and *sasA* under LD as well as LL [18].

Interestingly, for the homolog *labA* (cce_3317), a negative regulator of circadian gene expression, we find up-regulation in the subjective night (7A(c)). It has been also reported that *labA* in *Synechococcus* 7942, peaks in the subjective night to regulate the auto-phosphorylation of *kaiC* through negative feedback mechanism [52]. 

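At sample 2 the log2 (sample/pool) of *labA* was 0.41 ± 0.28 (SD, n = 2), against −0.13 ± 0.15 at sample 6, and 0.45 ± 0.33 and 0.42 ± 0.18 at samples 3 and 7. Its mid respiration contrast was 0.00 (SE 0.14, limma, adjusted p = 0.99) and its dawn contrast 0.40 (SE 0.14, adjusted p = 0.042). The dawn contrast was no longer past the threshold under 6 of the alternatives, among them those that leave out a replicate.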

While analyzing the homolog c*pmA* (cce_2642), an output pathway component of circadian clock, showed high expression at dusk (Fig 7A(a)), which suggested that it might play in regulating the phase or amplitude of the output rhythm.

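In the arrays *cpmA* was lower at time points 1, 5 and 9 than in the other phases, with a dusk contrast of −0.33 (SE 0.08, limma, adjusted p = 0.0015). Its log2 (sample/pool) was 0.08 ± 0.02 (SD, n = 2), −0.15 ± 0.10 and −0.16 ± 0.09 there, and 0.43 ± 0.03 and 0.41 ± 0.08 at samples 6 and 7. The gene passed both models, with a period of 11.3 h.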

## Conclusions

A significant fraction of genes of *Cyanothece* 51142 oscillate under diurnal cycles as well as continuous light. Fig 8 summarizes the peaking behavior of a representative set of genes. Given the sampling frequency, the time resolution of this analysis is 4 h under LD and 2 h under LL. A large fraction of genes peak either in the first 4 h of light or the first 4 h of dark. A few genes peak in the middle of the day or night and hardly any of the metabolic genes peak late in the day or night. We find a strong relationship between the time of the day when genes peak under LD and the metabolic phase under which genes peak under LL. Based on the exhaust gas CO_2_ and O_2_ analysis, we broadly define the metabolic phases as photosynthetic phase, respiratory phase and the transition phases. The genes that peak at dawn and dusk under LD also peak at the beginning of photosynthesis and respiratory phases, respectively under LL. The ultradian rhythm in global gene expression further confirms it as the free running period for this organism in contrast to the hypothesis of such rhythm arising as an exception under specific growth conditions such as under elevated CO_2_ and resulting independent of its circadian clock [17]. The present study hence puts this critical phenomenon in perspective for further understanding and applying the core regulatory mechanism(s) in this model organism towards engineering it for channelizing photosynthetic energy towards nitrogen fixation and hydrogen production.

**Fig 8:**
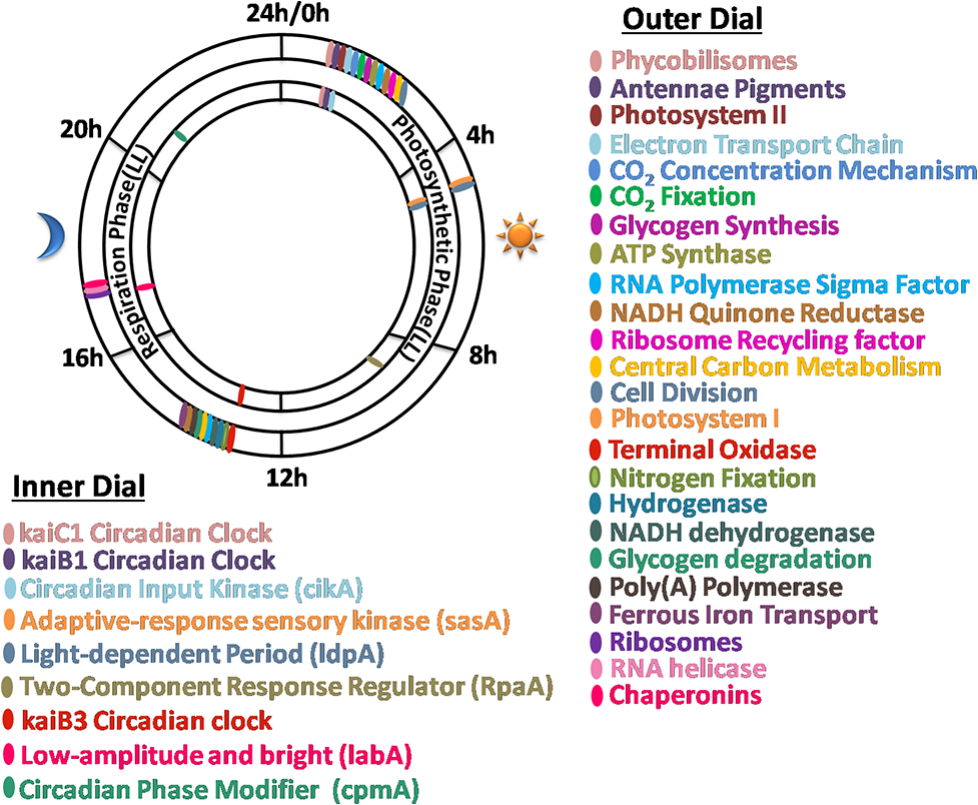
Peaking behavior of *Cyanothece* 51142 genes under diurnal cycles (LD) and continuous light (LL). Clock dial shows the cellular events that peak at a particular metabolic phase under LL or at a particular time of the day under LD. Cellular events or broad cellular functions are marked on the dial if majority of genes associated with it peak at the same time or at the same phase, under LD and LL, respectively.

## Supporting Information

S1 Fig Metabolic oscillations in *Cyanothece* 51142 organism. Figure shows the online measured exit gas O_2_ profile for *Cyanothece* 51142, indicating 24h and 11h periodic oscillations under light-dark (LD) and continuous light(LL), respectively. Open circles with linear texts in the online profile, denotes the time points at which samples were collected from two diurnal cycles for gene expression analysis under LL condition. Boxes in white and grey filled and continuously white filled in the X-axis, indicate the culture growth conditions of LD and LL, respectively. A representative profile was considered for plotting from three replicates of the experiment.
(TIF) Click here for additional data file.

S2 Fig Oscillation in housekeeping genes. A set of housekeeping genes that reported in *Lyngbyamajuscula*[53], which show cyclic oscillationsfrom the transcriptomicdata of light/dark (LD) condition[19] and present study (LL) were selected for the analysis. Panel (a-d) shows the oscillation of housekeeping genes, involved in carbohydrate transport, chaperonins and ribosomal proteins. Grey and White filled and continuously white filled boxes in the X-axis, indicate the culture growth conditions of LD and LL, respectively.
(TIF) Click here for additional data file.

S1 Table Dataset of raw average intensity values. Average for the raw intensity values across nine samples was calculated for the present studyunder continuous light (LL). Sorting of the average raw intensity values was performed at higher order to list the highly expressed ORFs associated to various cellular functions.
(XLS) Click here for additional data file.

S2 Table Dataset of cyclic genes for *Cyanothece* 51142 under continuous light. Transcriptomic data from the present study (LL condition) was considered, to identify the cyclic genes that show a periodicity (T) of ±11h, using Sinusoidal and Fourier Transform parameter fitting model approach. A Residual Percent Energy (RPE) of 25 percent was used as aconstraint in the model to select only the genes that show goodness of fit. To analyze the prediction results, in both Model1 (Sinusoidal) and Model2 (Fourier Transform), the genes that satisfy both the models, either of the models, none of the models, only Model1 and only Model2 were identified and listed with the corresponding gene expression values and gene annotation details.
(XLS) Click here for additional data file.

S3 Table Dataset of cyclic genes for *Cyanothece* 51142 under Light/Dark cycle. Transcriptomic data from light/dark (LD)conditionwas considered, to identify the cyclic genes that show a periodicity (T) of ±24h, using Sinusoidal and Fourier Transform parameter fitting model approach. The genes that satisfy both the models, either of the models, none of the models, only Model1 and only Model2, were identified as similar to that of mentioned therein in S2 Table.
(XLS) Click here for additional data file.

S4 Table Dataset of cyclic genes for *Synechococcus*7942 under continuous light. Transcriptomic data from continuous light condition (LL) [32] was considered, to identify the cyclic genes that show a periodicity (T) of ±24h, using Sinusoidal and Fourier Transform parameter fitting model approach. For identification of genes that satisfy both the models, either of the models, none of the models, only Model1 and only Model2, similar methodology was adopted as mentioned therein in S2 Table.
(XLS) Click here for additional data file.

S5 Table Gene clusters of time-course profile expressed genes. Clusters of K = 40 were generated for *Cyanothece* 51142 by K-means method using 1.5 fold gene expression data from light/dark (LD) condition [19]and the present study (LL), which then mapped with the homologous genes from continuous light (LL) data for *Synechococcus* 7942[32]. Homology for *Synechococcus* 7942 was performed using BLAST with an e-value cut-off of 1E-5 against the protein sequences of *Cyanothece* 51142. BLAST score density values were additionally included as a standard measure to evaluate the correctness of identified homologues. To highlight the operonic genes in the clustered data, the operon information for *Cyanothece* 51142 from Cyano Operon database [54]was included for each group of theidentified K = 40 clusters.
(XLS) Click here for additional data file.

S6 Table Gene clusters of time-course profile expressed genes. Clusters of K = 30 were generated for *Cyanothece* 51142 by K-means method using 1.5 fold gene expression data from light/dark (LD) condition [19]and the present study (LL), which then mapped with the homologous genes from continuous light (LL) data for *Synechococcus* 7942[32]. Homology for *Synechococcus* 7942 was performed using BLAST with an e-value cut-off of 1E-5 against the protein sequences of *Cyanothece* 51142. BLAST score density values were additionally included as a standard measure to evaluate the correctness of identified homologues. To highlight the operonic genes in the clustered data, the operon information for *Cyanothece* 51142 from Cyano Operon database [54]was included for each group of the identified K = 30 clusters.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

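Gene expression was measured in *Cyanothece* under continuous light at 9 time points, with 2 biological replicates at each, on 2-colour Agilent arrays against a pool of the 18 RNA extracts. The arrays number 46 for the extracts and 2 with the pool in both channels. Samples were assigned to time points and replicates from their labels and the paper. The labels place the extract in Cy5 on all arrays, while the paper's methods place it in Cy3 with a dye swap. The direction was taken from the labels and checked against the LL values of S6 Table.
The authors deposited scanner output with the mean intensity and the background intensity of each spot in both channels, without normalization between samples, and a log10 ratio of Cy5 over Cy3 made by the scanner software. A series matrix deposited by the authors holds a score per probe and array, which its values show to be a signed linear fold of Cy5 over Cy3, with ratios under 1 written as minus their reciprocal. It differs from the scanner's log ratio by a constant per array, and the paper's text does not state how it was made. It was turned to log2 and used as an alternative. The arrays hold 15021 spots, of which 536 are control spots. The other 14485 carry 10253 probes for 5251 genes, and 14 genes share a probe sequence with another gene.
Intensities were corrected for background with normexp at an offset of 50 and normalized within arrays by loess in limma 3.58.1 with R 4.3.3. Control spots and spots with the scanner's outlier flags on the feature were left out after the background correction. Log2 ratios were averaged over the spots of a probe, the probes of a gene and the arrays of an extract. Sinusoids and Fourier scores were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Signal over background stands for depth in arrays: 5071 of 5251 genes were well above background in both channels on most arrays. The 2 extracts per time point limit the precision.
Differences over the 9 time points, an 11 h sine and cosine with a linear term, and contrasts between the 4 metabolic phases were tested with limma, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's models were applied to the 9 time point means of genes past the 1.5-fold filter. The first removes a line, fits a sinusoid with a period between 1 and 36 h and requires a period of 10 to 12 h and a residue percentage energy under 25%. The second computes a Fourier score with 10000 random orders at a false discovery rate of 5%. Each step was tested on simulated data with 200 changed genes among 5251. The phase contrasts recovered 188 of them with 23 false calls, and the F test 178 with 9.
The genes named are those that the paper names in its results or draws in its figures, matched to loci through its tables, and the 10 genes with the largest 11 h amplitude among those with the same highest phase in both replicates. The copies of S1 and S2 Tables used here hold only their first part, and no overlap was tested on them. Alternatives in background correction, normalization, averaging, filters, model settings, blocks and replicates were listed with the tests before the data were examined, apart from those named as added later. Probe sequences were not mapped to a genome here.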

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

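Of the tests below, those of chance and of weak Cy5 signal for the extracts set apart from their group, and that of the size of the *glgX* difference under the alternatives, were chosen after the result was seen, and the others before.
The dusk contrast of *glgX* (cce_3465) was 1.60 in the first cycle (samples 1 to 4) and 0.91 in the second (samples 5 to 8). The difference was 0.69 (limma, adjusted p = 0.018 over the 34 groups). Sample 9 was left out of this comparison, so dusk rests on sample 1 in the first cycle and on sample 5 in the second. The direction is not particular to *glgX*: all 12 dusk groups had a larger contrast in the first cycle, with a median difference of 0.41, and that of the night central carbon genes was larger, 0.77, at an adjusted p of 0.14. The groups share the same extracts, so they are not independent of each other. Both replicates showed the direction, with 0.56 in replicate 1 and 0.83 in replicate 2, and so did both probes, with 0.77 and 0.62, which argues against a single replicate or probe as the source. The difference was 0.66 to 0.75 under the alternatives in background correction, normalization and averaging (limma, unadjusted p from 0.00041 to 0.0043). This range argues against these as its source. Whether it passes the adjusted threshold does depend on them, with an adjusted p between 0.014 and 0.147. A change of the cycle with time in continuous light was not tested apart from these.
Within the 4 phases, 1 extract stood apart from the others in 6 of 144 combinations of group and phase, by the gap to its neighbour over the range. These were replicate 2 of sample 1 for the phycobilisome genes at dusk (0.721), replicate 1 of sample 9 for the glycogen synthesis genes at dusk (0.642), replicate 1 of sample 7 for the NADH dehydrogenase genes at dawn (0.843), replicate 2 of sample 4 for *infB* at mid photosynthesis (0.927), replicate 2 of sample 6 for the small subunit ribosomal genes at mid respiration (0.869) and replicate 2 of sample 2 for the hydrogenase genes at mid respiration (0.891). The criterion sets apart about 1 in 20 groups by chance, or 7.2 of 144, so that the number is consistent with chance. Weak Cy5 signal in replicate 2 at samples 4, 6 and 8 covers only 2 of the 6 extracts. With median centring in place of loess, 7 of 144 combinations stood apart and 0 of them were among the 6. The 6 were picked under loess, so this loss decides nothing about loess normalization. No biological explanation was tested.
Among the 10 genes with the largest 11 h amplitude, 8 are not named in the paper's text. *sbtA* (cce_2939, at 2979308 to 2980435), annotated as a bicarbonate transporter, had an amplitude of 3.35, with cce_2938 at 3.17 and cce_2937 at 2.81 beside it. These 3 were highest at dusk. The paper's abstract lists carbonate transport among the functions raised in the photosynthetic phase, without naming genes. The log2 (sample/pool) of *sbtA* was 0.55, 0.49 and 1.37 at samples 1, 5 and 9, but −4.77 and −4.42 at samples 4 and 8. For this 1 transporter the phase therefore differs from that statement. *fdxB* (cce_0579) had an amplitude of 3.19, cce_0571 of 2.81, cce_0547 of 2.79, *cysE2* (cce_0553) of 2.72 and cce_0572 of 2.67. These 5 lie among or near the *nif* genes and were highest at mid respiration. The lowest amplitude of a single probe was 2.23, the lowest in 1 replicate alone 2.54 and the lowest under the alternatives in background correction and normalization 2.26, and 0 of the 8 genes share a probe sequence with another gene. On the arrays with the pool in both channels, the largest log2 ratio of the 8 genes was 0.49. This decides nothing about a dye effect, since a constant one cancels from an amplitude. A change of these transcripts with the metabolic phase remains as a hypothesis, found and tested on the same arrays.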

How the results depend on the processing

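Leaving out spots with background outlier flags, the exhaustive period search and the count of hypothetical proteins without a replicate were added after the data were seen, and the random groupings of the extracts are tests chosen after the result was seen.
Aquantile normalization and the dim gene filter, which move none of these values, are left out of the counts that follow. Of the contrasts of the gene groups, 391 kept their direction and their side of the threshold, 14 fell below it and 3 rose above it over the other alternatives. For the named genes, 1512 of the 11 h amplitudes kept their side, 68 fell below the threshold and 15 rose above it. Of their phase contrasts, 1442 kept theirs, 95 fell below, 56 rose above and 2 reversed. The reversed contrasts were that of *psbK* (cce_4518) at dawn, 0.38 with median centring, and that of *sigD* (cce_3594) at mid respiration, −0.66 with the median of spots. The cause was not tested.
The authors' series matrix values gave 2861 genes past the 2-fold filter, and the largest change against the pool gave 618 past 2-fold and 2140 past 1.5-fold, a stricter measure by its construction. Searching periods from 5.6 h gave 2711 genes at 11 h. Without replicate 1 or 2, the number with the residue criterion lay between 925 and 1686, that of the Fourier score test between 1230 and 2045, and that of both models between 556 and 1164. The correlation of samples 3 and 7 was then 0.915 to 0.933, and that of samples 3 and 5 −0.605 to −0.589. The latter was −0.625 with the scanner's LogRatio, −0.630 with the series matrix and −0.631 with the median of spots. The 11 h test called 1563 genes without replicate 1, 1552 of them shared with both replicates together. It called 3288 without replicate 2, 2881 of them shared, and up to 3585 with a single extract left out. The cause of the lower count without replicate 1 was not tested. With 24 h in place of 11 h limma called 0 genes (75 at an unadjusted p under 0.05), and with 5.5 h 228 (1137 unadjusted). The time points, from 21.125 to 41.75 h in LL, cover less than 1 cycle of 24 h, and the fit holds a linear term. The count at 24 h therefore decides nothing about a 24 h rhythm.
With median centring, the contrast of the PS II assembly genes rose to 0.36 and passed the threshold, while those of the glycogen synthesis (0.18), cyanophycin (0.29), large subunit (0.36) and small subunit ribosomal genes (0.30) fell below it. The cyanophycin genes also fell below it with the scanner's LogRatio (0.34), the glycogen synthesis genes with the first array of each extract (0.23) and the phycobiliprotein genes with the slide as a block (0.22). The cause was not tested. With a replicate left out, contrasts lay between 0.28 and 0.33 for the phycobiliprotein genes, 0.29 and 0.56 for RuBisCO, 0.081 and 0.41 for glycogen synthesis, 0.24 and 0.44 for day central carbon metabolism, 0.31 and 0.48 for *infB*, and 0.28 and 0.41 for cyanophycin. Each time point then has 1 extract, but the phases still hold 2 or 3. The F test over 9 time points could not be fitted without a replicate, since no residual degrees of freedom are left.
Across pairs of time points, deviations of extracts with the same replicate number correlated over 0.1 in 19 of 36 pairs. The range was −0.45 to 0.81. The numbers were therefore not taken to pair the samples, though some pairs deviate together. The gene cce_0589 was lower in replicate 2 at every sample. With a replicate block, the F test called 2486 genes, against 2240 without it, and the 11 h test 3381, and the day NADH quinone reductase contrast, 0.18, passed the threshold. With a slide block the counts were 2648 and 3240, and that contrast was 0.21. No other group contrast changed its call under the replicate block. Aquantile normalization between arrays moves no log ratio, so it says nothing about stability.
Of 100 groupings of the extracts, the real one included, 1 gave as many groups higher at the claimed phase past the threshold (31), 1 as many genes past a phase contrast and 1 as many genes past the 11 h test. The largest random counts were 9 groups, 681 and 2347 genes. For the 11 h test the 2 extracts of a time point stayed together, so its count argues against a chance order of the time points. For the phases, labels were shuffled over single extracts, so differences between time points that follow no phase could also exceed those draws. The paper took the phases of the groups from these same samples, so the 31 groups are not independent evidence. Signal over background limits little: with dim genes left out, 1900 genes passed the 2-fold filter.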

Differences from the paper's values

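The paper gives 2984 genes past 2-fold, against 1901 here. The difference closes, by the criterion of 1.5 times, with the scanner's LogRatio (2840), the series matrix (2861), median centring (2232), the median of spots (2179) and without replicate 1 (2519) or 2 (2333), and not without background correction (1856), with Aquantile (1901), without dim genes (1900), with the first array of each extract (1919) or against the pool (618). These and the alternatives that follow were set before the data were examined.
The paper gives 2710 genes with a period of 11 h, against 1751 here. By the same criterion it closes with periods searched from 5.6 h (2711), the scanner's LogRatio (1941), the series matrix (1930), without replicate 2 (2081) and without the fold filter (2001). It does not close without background correction (1718), with median centring (1724), Aquantile (1751), without dim genes (1748), with the median of spots (1720), with the first array (1747), without replicate 1 (1188) or with line and sinusoid fitted together (1609). The paper started its periods at 1 h and describes a smaller peak at 5 h, so a limit of 5.6 h was not its setting. Its 2710 genes are among 4755 past the 1.5-fold filter, against 3765 here, so the near match of 2711 does not explain the difference.
The paper gives 950 genes that pass only the sinusoidal model, against 395 here, and no alternative closes this difference, with counts of 369 to 536. It gives 503 that pass only the Fourier score test, against 978 here. This closes without replicate 1 (674) and with periods from 5.6 h (693), and under none of the other alternatives.
The correlation of samples 3 and 7 was 0.948 here and about 0.92 in Fig. 2B, read by eye, and comes within about the replicate error of it (0.013) without replicate 1 (0.933) or 2 (0.915). That of samples 3 and 5 was −0.643 here and about −0.62 in Fig. 2A, read by eye, and closes with the scanner's LogRatio (−0.625) and the series matrix (−0.630), and nearly so with the median of spots (−0.631). Values read by eye are too coarse to separate these.
Of the 34 groups for which the paper states a phase, 25 were highest there and 9 at another phase, and of the genes in them 77 were highest there and 50 at another phase. The 9 include the cell division genes and *frr*, tested at dawn and highest at mid photosynthesis, for which the legend of Fig. 4 allows either, so 7 groups differ. Apart from these, the paper places 10 groups at dawn, of which 5 were highest at mid photosynthesis here, and 9 without replicate 2. The other 5 exceeded mid photosynthesis only within the error, with differences, mid photosynthesis minus dawn, of −0.04 to −0.22 (adjusted p from 0.18 to 0.85). Of the first 5, the difference from dawn was past the threshold for the phycobiliprotein (0.68) and PS II assembly genes (0.56), and within the error for the phycobilisome (0.09), RuBisCO (0.18) and day NADH quinone reductase genes (0.03). The phycobilisome and RuBisCO genes were highest at dawn with median centring, and the phycobilisome genes also without replicate 1. The paper places the ribosomal genes at mid respiration, where both groups were as high as at dawn within the error.
The paper places genes that peak at dawn under LD at samples 3 and 7 under LL. Of the 518 genes highest at 1 h into the light, 29.5% were highest there and 48.5% at samples 4 and 8. The paper lets the expression of the *ccm* genes coincide with that of the *nif* genes, whose means here were highest at different phases, dawn and mid respiration.
Among single genes, the paper places *sigC* and *sigJ* at dawn, without naming the light condition, and their dawn contrasts here were −0.10 and −0.25, neither past the threshold. It places *sigF* at mid photosynthesis under LL, where its contrast was −0.33 and within the error. It places *sigD* at the end of the photosynthetic phase, where its dusk contrast was −0.02. With the median of spots the 11 h amplitude of *sigD* passed the test, at 0.61. The paper places *labA* in the subjective night, where its mid respiration contrast was 0.00. It was highest at dawn here, with a contrast of 0.40. The paper places *cpmA* at dusk, where its contrast was −0.33. It describes *kaiC2* as without oscillations like those of *kaiC1*, while the 11 h amplitude here was 0.43 for *kaiC2* and 0.22 for *kaiC1*. It describes *sasA* as arrhythmic, while its 11 h amplitude, 0.47, passed the test here, though not with the median of spots or without replicate 1.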

Other observations

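Of the tests below, those of a time point of the other cycle, of weak Cy5 signal at samples 6 and 8, of single probes at samples 4, 6 and 8, of short periods, and of weak Cy5 signal and *petE* for cce_0589 were chosen after the result was seen, and the others before.
The replicates lay far apart at samples 4, 6 and 8. A label of another phase in replicate 2 is argued against, since 0 of its 3 extracts matched another phase of replicate 1 best. A label of the other cycle is argued against at samples 4 and 8, where r with that sample was at most 0.416, against 0.759 to 0.884 between the replicates at samples 1, 2, 3, 5, 7 and 9. At sample 6 a single wrong label stays open, since r was 0.776 with sample 2 of replicate 1 and 0.688 with its own. An exchange with sample 2 of replicate 2 is argued against, since that extract matched its own sample best (0.815). At sample 4 noise between arrays of one extract was small, with an SD of 0.0686. In the brightest genes the SD of the replicate difference at sample 4 was 0.816, against at most 0.409 at samples 1, 2, 3, 5, 7 and 9, which argues against weak Cy5 signal as the whole cause there. The same holds at sample 8, with an SD of 0.539 (0.507 over all genes) and r of 0.601, against at least 0.805 at the other 6 samples. At sample 6 weak signal stays open, since the SD of 0.472 (0.427 over all genes) was above theirs, but r, at 0.801, was close to theirs. Replicate r was higher in the brightest genes at all 9 samples, so the rise itself decides nothing. With the trend on probe GC content removed r was 0.219 at sample 4, and the higher of the values with median centring and the scanner's LogRatio was 0.0910, so that neither GC content nor loess normalization accounts for it there. The difference at sample 4 correlated between the 2 probes of a gene at 0.434, which argues against single probes, but at samples 6 and 8 at no more than 0.220, where signal of single probes may be a part. A shift of replicate 2 along its cycle at sample 4 cannot be told apart, since its r of 0.526 shares a term with the difference, and neither can signal that follows the Cy5 median of the extract (0.288).
The gene cce_0589, annotated as a cytochrome c family protein, was lower in replicate 2 at all 9 samples, with differences of −2.54 to −5.95. The probe with the smaller difference gave −4.05 and the smallest mean difference under the alternatives was −4.05, so neither a single probe nor normalization accounts for it, and 0 probe sequences are shared with another gene. At samples 2 and 5, where replicate 2 had the stronger Cy5 signal, the smaller difference was −2.74, which argues against weak Cy5 signal. An exchange of cytochrome c for plastocyanin would raise *petE*, whose mean difference was 0.17. A difference between the cultures remains as an untested hypothesis.
Of the genes highest at 1 h into the light under LD, more were highest at samples 4 and 8 than at samples 3 and 7 in 2 of 2 replicates, which argues against one replicate alone.
Of the 1588 genes with a best period under 4 h, 52.0% moved to 10 to 12 h when periods were searched from 5.6 h, against 14.6% with shuffled sample order. Part of the short periods may therefore be 11 h cycles read at a shorter period through the sampling interval.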
